# KDM2B, an H3K36-specific demethylase, regulates apoptotic response of GBM cells to TRAIL

**DOI:** 10.1038/cddis.2017.288

**Published:** 2017-06-29

**Authors:** Ibrahim Cagri Kurt, Ilknur Sur, Ezgi Kaya, Ahmet Cingoz, Selena Kazancioglu, Zeynep Kahya, Omer Duhan Toparlak, Filiz Senbabaoglu, Zeynep Kaya, Ezgi Ozyerli, Sercin Karahüseyinoglu, Nathan A Lack, Zeynep H Gümüs, Tamer T Onder, Tugba Bagci-Onder

## Abstract

Tumor necrosis factor-related apoptosis-inducing ligand (TRAIL) can selectively kill tumor cells. TRAIL resistance in cancers is associated with aberrant expression of the key components of the apoptotic program. However, how these components are regulated at the epigenetic level is not understood. In this study, we investigated novel epigenetic mechanisms regulating TRAIL response in glioblastoma multiforme (GBM) cells by a short-hairpin RNA loss-of-function screen. We interrogated 48 genes in DNA and histone modification pathways and identified KDM2B, an H3K36-specific demethylase, as a novel regulator of TRAIL response. Accordingly, silencing of KDM2B significantly enhanced TRAIL sensitivity, the activation of caspase-8, -3 and -7 and PARP cleavage. KDM2B knockdown also accelerated the apoptosis, as revealed by live-cell imaging experiments. To decipher the downstream molecular pathways regulated by KDM2B, levels of apoptosis-related genes were examined by RNA-sequencing upon KDM2B loss, which revealed derepression of proapoptotic genes Harakiri (*HRK*), *caspase-7* and death receptor 4 (*DR4*) and repression of antiapoptotic genes. The apoptosis phenotype was partly dependent on HRK upregulation, as HRK knockdown significantly abrogated the sensitization. KDM2B-silenced tumors exhibited slower growth *in vivo.* Taken together, our findings suggest a novel mechanism, where the key apoptosis components are under epigenetic control of KDM2B in GBM cells.

Glioblastoma multiforme (GBM) is the most common and aggressive primary brain tumor with a median survival of 12 months. Conventional therapeutic strategies of radiotherapy and chemotherapy are inadequate to eradicate GBMs because of the diffuse nature of GBM, acquired or innate resistance to therapy and the presence of blood–brain–barrier (BBB).^1, 2^ To alter the *status quo* that has remained unchanged over 25 years, novel targets and therapeutic strategies need to be developed.

Evasion of apoptosis is a key hallmark of cancers that exhibit resistance against therapeutics,^3^ making the reactivation of dormant apoptotic programs a favorable approach in treatment. Activating extrinsic apoptosis using death ligands, such as tumor necrosis factor-related apoptosis-inducing ligand (TRAIL), is a promising strategy because of its tumor specificity.^4^ Several TRAIL-based therapies such as recombinant human TRAIL and death receptor agonists have been developed and have shown success in preclinical models.^5^ Similarly, activating intrinsic apoptosis by inhibiting the antiapoptotic Bcl-2 proteins, Bcl-2 and Bcl-XL, with BH3 peptides has shown success in preclinical tumor models.^6, 7^ However, the major obstacle in proapoptotic therapies is innate or acquired resistance of tumor cells to the proapoptotic agents.^8^

Aberrant regulation of the apoptosis pathway components could be responsible for the failure of desired response to the proapoptotic agents.^3^ One well-characterized misregulation is the epigenetic silencing of proapoptotic genes, such as death receptor 4 (*DR4*).^9^ However, epigenetic regulation of chemotherapy response of cancer cells has been demonstrated to be dynamic and reversible.^10^ Numerous studies have shown that overcoming TRAIL resistance is possible by using secondary agents, such as the histone deacetylase inhibitors,^11, 12, 13^ corroborating the idea that the resistance can be reversed by epigenetic reprogramming.

The epigenome of cells are maintained by dynamic histone and DNA modifications throughout the chromatin by a group of chromatin-modifying enzymes (CMEs) called ‘writers’ such as histone acetyltransferases, histone methyltransferases (HMTs) and DNA methyltransferases (DNMTs).^14^ These modifications can be removed by ‘erasers’ such as histone deacetylases (HDACs) and histone demethylases (HDMs), or can be recognized by ‘readers’ such as bromodomain-containing proteins.^15^ Although the molecular mechanisms leading to aberrant cancer epigenomes are becoming better understood,^16, 17, 18^ most studies in GBM merely focus on DNA hyper/hypomethylation.^19^ Therefore, an unbiased and comprehensive assessment of roles of CMEs in apoptosis resistance is needed.

In this study, we aimed to interrogate the function of CMEs regulating apoptotic response in GBM and undertook a loss-of-function approach using short-hairpin RNAs (shRNAs) that were designed against a select but diverse set of CMEs and associated proteins. We have shown that loss of KDM2B – a H3K36-specific histone demethylase – primed GBM cells for apoptosis through the induction of proapoptotic genes and the suppression of antiapoptotic genes. Our results suggest KDM2B as a novel central epigenetic regulator of GBM cell apoptosis and identify it as a potential proapoptotic target for future of GBM treatment.

## Results

### Interrogation of the CMEs reveals KDM2B as a modulator of TRAIL-induced apoptosis in GBM cells

To identify the key CMEs regulating the apoptotic response of GBM cells, we applied a shRNA-based loss-of-function screen in U87MG cell line (Figure 1a). We used a library of 60 shRNAs published before,^20^ and expanded it to 125 shRNAs targeting 48 different CME genes with two or three separate shRNAs. The targeted CMEs included DNMTs, HMTs, HDMs, methylated DNA-binding proteins, polycomb-group proteins (PRCs) and a few transcription factors (Figure 1b). We first assessed the effects of shRNAs alone on U87MG cell viability, to identify shRNAs displaying intrinsic toxicity before TRAIL treatment. Two of the 125 shRNAs were eliminated from further analysis in the screen as they caused ~100% cell death after puromycin selection, possibly due to problems with viral packaging. Accordingly, 6 out of 125 shRNAs reduced cell viability more than 2 S.D. compared with shControl (Figure 1c). These were shRNAs targeting KDM5C (68±1%), KDM4C (71±1%), KDM4A (75±1%), KDM4A (75±1%), Set1A (77±1%) and KDM3B (77±1%). Five out of 125 shRNAs targeting MeCP2 (115±1%), MBD1 (115±1%), AHCY (117±5%), TCF3 (117±1%) and EZH1 (121±2%) caused minor increases in viability. However, the majority of the shRNAs did not significantly alter cell viability (Figure 1c). To identify shRNAs that modulated TRAIL sensitivity, we assessed the percent viability changes after TRAIL treatment. Accordingly, we categorized CMEs into two groups based on the phenotype observed upon their silencing compared with shControl cells: (1) suppressors of apoptosis, if their knockdown sensitized the cells to TRAIL, (2) enhancers of apoptosis, if their knockdown conferred cells more TRAIL resistant (Figure 1d). While TRAIL caused 25±4% reduction in the viability of shControl cells, there were seven shRNAs that sensitized cells to TRAIL. These were targeting five genes, namely *Suv39H2* (41±2%), *G9A* (42±2%), *NR2F2* (45±4%), *RING1A* (48±2 or 50±3%) and *KDM2B* (41±2 or 44±2%) (Figure 1e). We then focused on the genes *RING1A* and *KDM2B*, whose knockdown led to a phenotype with two independent shRNAs (Figure 1e). Taken together, our screen identified KDM2B and RING1, an H3K36-specific demethylase and an E3 ubiquitin-protein ligase of H2AK119, respectively, as novel regulators of TRAIL response.

### Loss of KDM2B cooperates with TRAIL to reduce GBM cell viability

To assess the function of the novel apoptosis-modulating CMEs we identified in GBMs, we first checked the knockdown efficiency of the shRNAs and observed silencing down to 17–40% (Supplementary Figure 1). We then focused on KDM2B, as its protumorigenic functions have been demonstrated in various solid and hematological malignancies;^21, 22^ however, its function in GBMs was not defined. Quantitative RT-PCR (qRT-PCR) analysis of *KDM2B* levels revealed that both shRNAs reduced *KDM2B* mRNA levels down to ~50% (Figure 2a). However, shKDM2B-2 led to a more robust reduction at protein levels (Figure 2b). To assess whether the shRNAs targeting KDM2B is specific, we checked the levels of other KDM family members upon KDM2B knockdown and observed no major alterations in their levels (Supplementary Figure 2).

To further validate the screen results, we conducted ATP-based cell viability analysis of cells transduced with both shKDM2B vectors and verified that cells with reduced KDM2B exhibit cell death significantly more than the controls (Figure 2c). To examine these differences in cell death further, we used an assay that measures cell growth in real time, where cells’ electrical impedance in a well is measured and transformed into a cell index. Accordingly, silencing of KDM2B not only augmented TRAIL response but also accelerated the process of cell death (Figure 2d). There was no observable difference between untreated cells, showing that KDM2B knockdown has no significant effects on short-term (24 h) proliferation dynamics. This phenotype was also validated by live-cell imaging, where the morphology of individual cells, as well as cell death processes, was observed in real time (Figure 2e and Supplementary Videos 1–4). As shown by automated quantification of cellular blebs that were indicative of apoptotic bodies, the process of apoptosis was accelerated in shKDM2B cells compared with controls (Figure 2f). The number of apoptotic bodies per frame reached its maxima within 6 h of TRAIL treatment in shKDM2B cells, earlier and significantly in higher numbers than shControl cells. To examine whether KDM2B effects can be recapitulated in additional GBM cell lines, we used a more TRAIL-sensitive line, T98G in parallel. There, KDM2B knockdown led to increased TRAIL sensitivity, in accordance with U87MG cells (Supplementary Figure 3).

Next, as a complementary approach, we tested whether overexpression of KDM2B would result in an opposite response for TRAIL. Accordingly, KDM2B overexpression led to a modest but significant reduction in TRAIL response in U87MG cells (Figures 2g, h and Supplementary Figure 4). KDM2B overexpression conferred T98G cells more resistant to TRAIL as well (Supplementary Figure 5). Taken together, our data suggest that KDM2B expression suppresses TRAIL response and therefore its inhibition leads to increased TRAIL sensitivity in GBM cells.

### Silencing of KDM2B sensitizes GBM cells to TRAIL-induced apoptosis

To better understand how downregulation of KDM2B reduces viability and increases TRAIL response, we examined the components of the apoptotic machinery in shControl and shKDM2B cells. We observed a 3-fold increase in caspase-3/7 and a 2.5-fold increase in caspase-8 activity levels (Figures 3a and b). Analysis of the whole-cell lysates of shControl and shKDM2B cells revealed that caspase-7 is indeed upregulated in shKDM2B cells at the protein level (Figure 3c). Importantly, we observed that there is a significant increase in levels of cleaved PARP, caspase-3 and caspase-7, all of which are indicators of apoptotic cell death. We have also observed a very slight increase in cleaved Bid levels in shKDM2B cells upon TRAIL treatment (Supplementary Figure 6).

To test the functional roles of caspases in shKDM2B-mediated apoptotic sensitization, we used specific inhibitors for caspase-8, -10 (Z-IETD-FMK) and caspase-9 (Z-LEHD-FMK). In addition, we used a general caspase inhibitor that target caspase-8, -10, -9, -3 and -7 (Z-VAD-FMK), and an inactive caspase inhibitor (Z-FA-FMK) as control. In both shControl and shKDM2B cells, inhibition of all caspases abolished the TRAIL response, suggesting that the observed augmented apoptotic response in shKDM2B cells was dependent on both intrinsic and extrinsic apoptosis pathways (Figure 3d).^23^

To examine whether KDM2B modulates the response of GBM cells to proapoptotic agents that trigger intrinsic apoptosis, besides the extrinsic apoptosis that is triggered by TRAIL, we conducted cell viability experiments with Bcl-2/Bcl-XL inhibitors, ABT-263 and ABT-737 (Supplementary Figures 7 and 8). While ABT-263 or ABT-737 alone did not markedly decrease cell viability, combination of ABT-263 or ABT-737 with TRAIL did. We observed that knockdown or overexpression of KDM2B in U87MG cells did not affect this cell line’s overall response to ABT-263 and ABT-737 individual treatments. However, knockdown of KDM2B sensitized these cells to ABT and TRAIL combination (Supplementary Figure 7), and KDM2B overexpression was able to confer GBM cells more resistant to ABT and TRAIL combination (Supplementary Figure 8). These results suggested that the interplay between KDM2B and apoptosis is likely to be valid for both the intrinsic and extrinsic arms of apoptosis.

### Silencing of KDM2B leads to deregulation of apoptosis-related genes

KDM2B can bind throughout the genome by its CxxC-binding domain,^24^ and its catalytic demethylase activity on the H3K36me2/me3 residues is associated with gene repression. However, the genes that are regulated in favor of apoptosis in GBM cells are unknown. To this end, we conducted RNA-sequencing (RNA-seq) analysis on shControl and shKDM2B cells. 

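RNA came from U87MG cells, an established human glioblastoma line, carrying a short hairpin RNA against firefly luciferase (shControl) or against *KDM2B* (shKDM2B). Each group had 2 libraries. Cells at passage 8 were transduced on day 1, selected with puromycin at 1 µg/ml and harvested on day 9. The paper calls the replicates biological without naming what separates them, so the p-values measure only the spread between these libraries, which may be technical. The shKDM2B libraries are numbered 1 and 2, as are the paper's hairpins against *KDM2B*, and which hairpin each library carries is not given in the sources used here. Polyadenylated RNA was sequenced as 50 bp single-end reads in 3 lanes per library. According to the supplement, the authors aligned the reads to hg19 with TopHat2 and counted them for each transcript on Ensembl annotation. The text names neither the Ensembl release nor a strand setting. Their deposited table gives raw counts for 22578 genes with the lanes combined. Counts summed to 31433165 and 30470803 in shControl and to 33770421 and 33330886 in shKDM2B. The supplement states around 18 M reads per sample; the values reported here use the summed counts.

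From the raw counts, libraries were scaled by TMM and the 21783 genes with a mean count of at least 10 in shControl or shKDM2B were compared by edgeR's quasi-likelihood test. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 1.5, the thresholds of the supplement. Libraries of a group differed by more than sampling noise: the median chi-square per gene was 0.656 in shControl and 0.590 in shKDM2B, where sampling alone gives 0.455, and 11.7% and 9.3% of genes had a p under 0.05. TMM takes most genes as unchanged. Centring the fold changes on the ribosomal protein genes in its place moved the median log2 fold change of all genes tested from 0.01 to 0.36. The strand setting is not stated, and from these counts reads of a gene and of an overlapping or antisense neighbor cannot be told apart. Of the genes, 9947 share exonic bases with another. The groups of genes described with these data were listed before the data were examined, as were the alternatives unless stated otherwise.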

*KDM2B* expression levels were downregulated in shKDM2B cells compared with shControl cells −3.049-fold (adjusted *P*-value 7.51E−91), attesting to the validity of RNA-seq experiments. 

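*KDM2B*, which encodes the H3K36 demethylase targeted by the hairpins, fell in both shKDM2B libraries. Its raw counts were 1257 and 1253 in shControl and 520 and 465 in shKDM2B. Scaled by TMM, expression was 42.4 ± 0.841 CPM (SD, n = 2) in shControl and 14.0 ± 0.990 (SD, n = 2) in shKDM2B. The log2 fold change was -1.6 (standard error 0.06, adjusted p = 3.38e-19 from edgeR's quasi-likelihood test). *KDM2B* (ENSG00000089094) lies on the reverse strand of chromosome 12 of GRCh37, from 121866899 to 122018928, and shares 3.2% of its exonic bases with the neighboring gene *RNF34*.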

In total, 2457 genes were differentially expressed between shControl and shKDM2B cells. 

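In shKDM2B cells, 2887 genes were higher and 1478 were lower than in shControl cells, together 4365 genes or 20.0% of those tested. The median fold change was 2.09 among the genes that rose and 1.77 among those that fell. *SCG2*, which encodes the secretory granule protein secretogranin II, rose from 8 and 13 counts to 877 and 936 (log2 fold change 6.17, standard error 0.15, adjusted p = 4.82e-23 from edgeR's quasi-likelihood test). *MGP*, which encodes the calcification inhibitor matrix Gla protein, rose by 4.69 on the log2 scale, the long noncoding RNA *MIAT* by 4.68, *ZNF469* by 4.71 and *HR*, which encodes the corepressor hairless, by 4.67. These genes and the next 5 are the 10 of largest fold among genes with a symbol, a mean normalized count of at least 50 in shKDM2B and the same direction in every library. The next 5 rose from few counts. *FABP4*, which encodes a fatty acid-binding protein, had 1 and 1 counts in shControl and was higher by a ratio of 58.5 (exact 95% counting interval 15.9 to 488). *RUNX3*, which encodes a transcription factor, was higher by a ratio of 33.4 (11.2 to 164). *BST2*, which encodes the antiviral protein tetherin, was higher by a ratio of 48.0 (13.0 to 401), by 24.4 (6.60 to 204) without shControl 2 and by at least 15.8-fold without shControl 1, against 3 counts over the group. *AMTN* had a log2 fold change of 4.52, a ratio of 12.3 (4.67 to 45.9) without shControl 2 and at least 15.9-fold without shControl 1. The pseudogene *HLA-P*, which may share reads with similar HLA genes (not tested), had 0 and 10 counts in shControl and 487 and 221 in shKDM2B; its ratio was 29.4 (15.9 to 61.5) without shControl 1, at least 101-fold without shControl 2 and 37.5 (20.0 to 79.2) without shKDM2B 1.

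*FGF7*, which encodes a fibroblast growth factor, fell most among genes chosen in the same way (log2 fold change -3.20, standard error 0.07, adjusted p = 3.12e-24 from edgeR's quasi-likelihood test). *MMP10* and *MMP3*, which encode matrix metalloproteinases, had log2 fold changes of -3.00 and -2.72. The value was -2.91 for the elastase inhibitor gene *PI3*, -2.67 for the cytokine gene *IL33*, -2.62 for *DAW1* and -2.60 for *CSF3*, which encodes granulocyte colony-stimulating factor. *TNXB* (-2.69) and *CYP21A2* (-2.67) lie on opposite strands, and 10.6% of the exonic bases of *CYP21A2* overlap *TNXB*. Higher genes made up 66.1% of the calls, 59.3% with Bonferroni adjustment and 49.1% without a fold threshold. With fold changes centred on the ribosomal protein genes, 6689 genes were called, 6221 higher and 468 lower, so that 93.0% were higher.

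**Figure D1:**
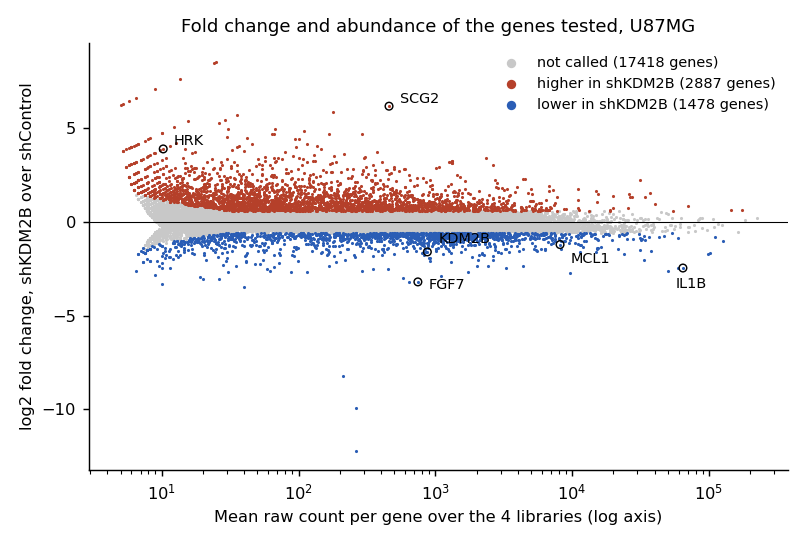
Each point is 1 of the 21783 genes tested, with its mean raw count over the 4 libraries on a log axis and its log2 fold change (shKDM2B over shControl); red points are the 2887 genes called higher, blue points the 1478 called lower and gray points the others. Red points dominate at low counts, and the 3 lowest points are genes counted almost entirely in 1 shControl library.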

Ingenuity pathway analysis of these genes revealed that ‘cell death and survival’ and ‘cellular growth and proliferation’ pathways were among the top 10 that were significantly different between shControl and shKDM2B cells with –log *P*-values of 25–30 (Figure 4a). 

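Of 35 cell cycle genes, 13 were lower in shKDM2B cells and 22 did not pass the thresholds, with 13 lower when adjusted over the list alone. At the adjusted p without the fold threshold, 32 were lower and 1 was higher, where 12604 of all 21783 genes tested passed. *PCNA*, which encodes the sliding clamp of DNA replication, had a log2 fold change of -0.98 (standard error 0.04, adjusted p = 1.19e-17 from edgeR's quasi-likelihood test). *CDC6* and *MCM5*, which license replication origins, had values of -0.89 and -0.83, and *CENPF*, a kinetochore gene, -0.67. The list's median log2 fold change was -0.51. Its test against all other genes (camera, preset correlation 0.01) gave adjusted p = 2.89e-16, and adjusted p = 0.23 with an estimated correlation. The version with an estimated correlation rests on 2 residual degrees of freedom, so it cannot decide for or against any list. Centred on the ribosomal protein genes, the median was -0.165, and *CDC6* (-0.54), *MCM5* (-0.48) and *CENPF* (-0.33) no longer reached 1.5-fold.

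Of 3 cyclin-dependent kinase inhibitors measured, *CDKN1A*, which encodes p21, rose by 0.78 on the log2 scale (adjusted p = 6.11e-18 from edgeR's quasi-likelihood test), and *CDKN2D*, which encodes p19, fell by 0.81 (adjusted p = 1.23e-10 from the same test). Centred on the ribosomal protein genes, *CDKN2D* no longer reached 1.5-fold, at -0.46. Adjusted over the list alone, 1 of the 3 was higher and 1 lower, and the camera test gave adjusted p = 0.478. *CDKN1B* had a log2 fold change of -0.03 (adjusted p = 0.672). Of 26 p53 target genes, 7 were higher and 1 was lower, and 7 and 1 when adjusted over the list alone; *PLK2*, which encodes a polo-like kinase, rose by 1.45 on the log2 scale. The camera test of the p53 targets gave adjusted p = 0.0124, adjusted p = 0.5 with an estimated correlation and, in a setting chosen after seeing the data, adjusted p = 0.0697 among genes sharing no exonic bases. The commercial pathway analysis was not repeated here.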

Five out of the top 10 altered functions were categorized as ‘cell death and survival’ where these gene sets were predicted to be activated with activation *z*-scores of >2.5 (Figure 4b). In addition, top 2 of these 10 categories were ‘cell death and survival’, suggesting that KDM2B silencing alters cell death- and survival-associated genes in GBM cells.

We were particularly interested in the cell death-related pathway in the shKDM2B cells, and therefore focused our attention on individual differentially expressed genes and generated a custom list of apoptosis-related genes that, when deregulated, can affect the outcome of TRAIL-induced apoptosis (Figure 4c). 

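The list of Fig. 4c holds 26 genes besides *KDM2B*, 17 shown as induced and 9 as repressed. In edgeR's quasi-likelihood test, 16 of the 17 rose and 7 of the 9 fell, and 16 and 7 when adjusted over the list alone; because the study chose the list on these samples, its counts are not independent evidence of a direction. *CARD16*, which encodes a caspase recruitment domain protein and is a near copy of part of *CASP1* that may share its reads, rose by 1.92 on the log2 scale. *CASP1*, which encodes the inflammatory caspase-1, rose by 1.29, and *TNFAIP2*, a target of tumor necrosis factor, by 1.85. The tumor necrosis factor receptor family genes *TNFRSF11B* and *TNFRSF14* rose by 1.14 and 1.12. *TNFRSF14* shares 13.3% of its exonic bases with an antisense transcript. *APAF1*, which encodes the scaffold of the apoptosome, rose by 0.75. The p53-regulated survival gene *TRIAP1* had a log2 fold change of -0.88, the Wnt cofactor gene *BCL9* -0.79, *BNIP2* -0.67 and the TNF receptor gene *TNFRSF1B* -1.07. Centred on the ribosomal protein genes, *TRIAP1* (-0.53), *BCL9* (-0.45) and *BNIP2* (-0.32) no longer reached 1.5-fold.

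Among the genes that passed the adjusted p but not 1.5-fold were *BCL2L2* (0.58), which encodes the antiapoptotic protein BCL-W and shares 16.8% of its exonic bases with a readthrough transcript, and *BCL10* (-0.53). *BCL2L2* passed when centred on the ribosomal protein genes (0.93) and without shControl 2 (0.64) or shKDM2B 2 (0.63). *XAF1*, which encodes an antagonist of XIAP, rose by 0.71, but not past 1.5-fold without shControl 1 (0.58) or shKDM2B 1 (0.56). The camera tests gave adjusted p = 7.38e-08 for the 17 genes and 8.19e-09 for the 9, and adjusted p = 0.225 for both with an estimated correlation. Because the study chose both lists on these samples, these p-values are not independent evidence of a direction either.

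**Figure D2:**
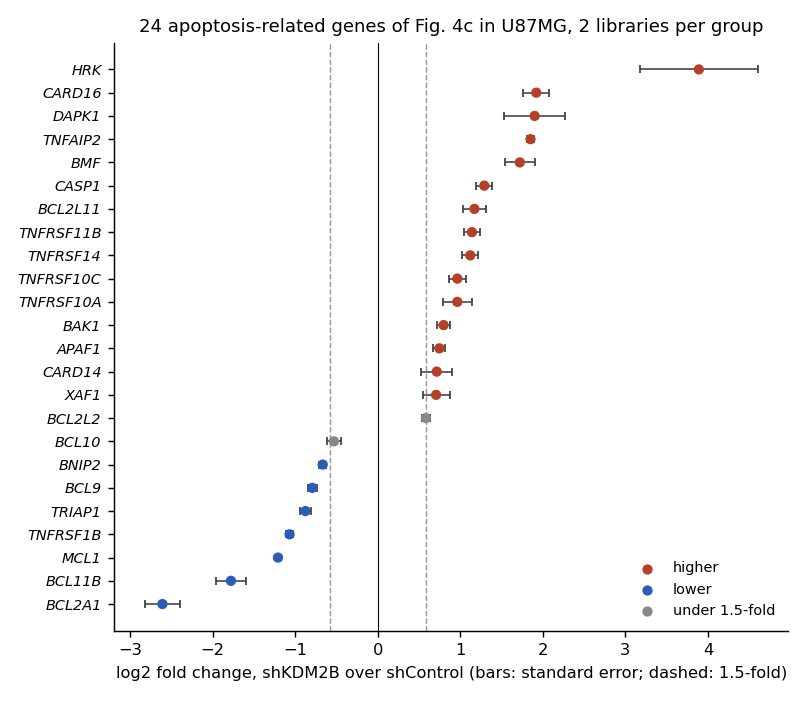
Log2 fold change (shKDM2B over shControl, 2 libraries per group) of 24 of the 26 genes of Fig. 4c, with bars for the standard error and dashed lines at 1.5-fold; red genes were called higher, blue genes lower and gray genes did not reach 1.5-fold. *HRK* has the largest fold change and the widest standard error, 0.71 on the log2 scale.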

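*HRK*, which encodes a proapoptotic BH3-only member of the BCL-2 family, was almost silent in shControl cells and was detected in both shKDM2B libraries. Its raw counts were 0 and 2 in shControl and 21 and 18 in shKDM2B. The ratio of shKDM2B to shControl was 16.4, with an exact 95% counting interval of 4.25 to 140. The log2 fold change was 3.89 (standard error 0.71, adjusted p = 3.30e-05 from edgeR's quasi-likelihood test). The interval covers counting error only. Without shControl 1 the ratio was 8.08 (2.09 to 69.1), and without shControl 2, which holds both control counts, *HRK* was at least 5.56-fold higher, against 3 counts over the group. Adding a pseudocount of 1 normalized count to both group means gave an 8.91-fold difference, and a pseudocount of 10 gave 2.50-fold. *HRK* (ENSG00000135116) lies on the reverse strand of chromosome 12 of GRCh37, from 117293949 to 117319246.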

When we sorted the list of apoptosis-related genes based on differential expression, the most significant change was on *HRK* gene, with striking 16-fold induction in shKDM2B cells compared with shControl cells. The expression of other key apoptosis players, including *CASP7, DAPK1, BAK1* and *TNFRSF10A (DR4)* were also induced between 1.5- to 3.7-fold (Figure 4c). 

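*BAK1*, which encodes a pore-forming effector of the BCL-2 family, rose from 330 and 345 counts in shControl to 724 and 669 in shKDM2B, a log2 fold change of 0.80 (standard error 0.08, adjusted p = 5.22e-10 from edgeR's quasi-likelihood test). *TNFRSF10A*, which encodes the TRAIL receptor DR4, rose from 46 and 39 counts to 96 and 101, a log2 fold change of 0.96 (standard error 0.17, adjusted p = 2.32e-05); 9.1% of its exonic bases overlap its divergent transcript *TNFRSF10A-DT*. *DAPK1*, which encodes a death-associated protein kinase, had 10 and 5 counts in shControl and 36 and 31 in shKDM2B. In CPM, these 3 genes were higher in shKDM2B by ratios of 1.74 for *BAK1*, 1.95 for *TNFRSF10A* and 3.78 for *DAPK1*.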

To validate the RNA-seq results, we designed gene-specific primers (Supplementary Table 1), performed qRT-PCR and confirmed the differential expression of *HRK* (Figure 4d). Further, qRT-PCR analyses of apoptosis-related genes showed proapoptotic *DAPK1, CARD16, TNFAIP2, TNFRSF10c, BCL2L11, BMF, XAF1, TNFRSF14, TNFRSF11B, APAF1, CASP1, CASP7, BCL2L2* and *BAK1* were induced, while antiapoptotic *MCL1, BCL11B* and *BCL2A1* were repressed (Supplementary Figure 9). These results suggest that silencing KDM2B causes genome-wide transcriptional changes and specifically alters apoptotic machinery in favor of apoptosis in GBM cells.

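Of the effector, apoptosome and inhibitor of apoptosis genes, those that passed the thresholds are in the custom list except *BIRC3*. Among the 3 pore-forming effectors of the BCL-2 family, 1 rose in edgeR's quasi-likelihood test, *BAK1*, while *BAX* had a log2 fold change of -0.09 (adjusted p = 0.0803), and of 0.26 when centred on the ribosomal protein genes. *BOK*, at 17 and 4 counts in shControl and 5 and 4 in shKDM2B, had a log2 fold change of -1.44 (adjusted p = 0.0555). It passed as lower when adjusted over the list alone, and its log2 fold change was -2.11 without shControl 2. Of 7 genes of the apoptosome and the antagonists of inhibitors of apoptosis, 2 were higher, *APAF1* and *XAF1*, and 2 when adjusted over the list alone; *HTRA2*, a mitochondrial protease gene that shares 27.5% of its exonic bases with *LOXL3*, had a log2 fold change of -0.08 (adjusted p = 0.0965). Of 6 inhibitors of apoptosis, 1 was higher, and 1 when adjusted over the list alone: *BIRC3*, which encodes cIAP2, rose by 1.25 on the log2 scale (adjusted p = 5.86e-15). *BIRC2* and *BIRC5*, which encode cIAP1 and survivin, had values of -0.44 and -0.44, under 1.5-fold, and *XIAP* 0.07 (adjusted p = 0.087). The camera test gave adjusted p = 0.667 for the effectors, 0.64 for the apoptosome group and 0.894 for the inhibitors of apoptosis. The fry test, which does not compare a list with other genes, gave adjusted p = 0.0655, 0.0702 and 0.401. From the knockdown of *KDM2B*, the cell death functions among the differing genes (Figs. 4a and b) and the induced and repressed genes of its custom list (Fig. 4c), with qRT-PCR of selected genes, the paper proposes that silencing KDM2B changes transcription across the genome and shifts the apoptotic machinery toward apoptosis.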

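Among the 2887 genes higher in shKDM2B cells, *HRK* ranked 50 by fold change, and 38 among the 2165 of them with a gene symbol. *SCG2*, *FABP4*, *BST2* and *RUNX3* were among the genes with larger fold changes. Within 1 standard error of its fold change, *HRK* would rank from 25 to 104. Its rank was 175 without shControl 1, 9 without shControl 2 and 506 with a pseudocount of 10 normalized counts. By adjusted p from edgeR's quasi-likelihood test, *HRK* ranked 1700 of the 2887. Among the 26 apoptosis-related genes of Fig. 4c, it ranked 1 by fold change and 23 by p, and *TNFAIP2* had the smallest adjusted p, 3.08e-24.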

Because *HRK* was the top induced gene in shKDM2B cells, we further tested its functional association with KDM2B. HRK is a BH3-only Bcl-2 family member that can antagonize antiapoptotic proteins Bcl-2 and Bcl-xL.^25^ While *HRK*’s role is mostly studied in nervous system,^26, 27^ its role in cancers, especially in GBM is not well defined.^25^ To assess the increased HRK expression upon KDM2B loss, we performed western blotting and observed increased HRK protein levels in shKDM2B cells compared with controls (Figure 4e). To then test the role of HRK, we used shRNA targeting *HRK* and observed significant reduction in its mRNA expression (Figure 4f). Silencing of HRK led to significant but partial recovery from TRAIL-induced death in both shControl and shKDM2B cells (Figure 4g). These results suggest that *HRK* is potentially a downstream gene regulated by KDM2B and may facilitate TRAIL response in GBM cells.

### Silencing of H3K36-specific HMTs leads to the opposite phenotype of KDM2B silencing in GBM cell apoptosis

H3K36-specific HMTs that catalyze the opposite function of KDM2B are known.^28^ Our shRNA library included four of these HMTs, namely SETD2, NSD1, ASH1L and SMYD2. As they carry out the opposite enzymatic activity of KDM2B, we assessed their effects on apoptotic response. We observed significant reduction in gene expression with each corresponding shRNA (Figure 5a). Individual knockdown of each enzyme did not lead to global differences in H3K36me2 or H3K36me3 levels as assessed by western blotting of histone extracts (Supplementary Figure 10), suggesting that H3K36me regulation at specific loci might be responsible for the observed phenotypic changes. While silencing of KDM2B followed by TRAIL treatment led to increased cell death, silencing of SETD2, NSD1, ASH1L, and SMYD2 individually led to significantly reduced cell death (Figure 5b). These results suggest that H3K36 methylation and demethylation at specific loci of apoptosis-related genes potentially regulate the apoptotic response of GBM cells to TRAIL.

### Loss of KDM2B attenuates tumor growth *in vivo*

To examine the effects of KDM2B loss on tumor growth *in vivo*, we generated shControl and shKDM2B cells expressing both firefly luciferase (Fluc) and mCherry. The bioluminescence signals of shControl-Fluc-mCh and shKDM2B-Fluc-mCh cells were comparable *in vitro* (Figure 6a). To assess the effect of KDM2B loss on long-term GBM growth before *in vivo* implantation, we performed real-time cell analysis of shControl-Fluc-mCh and shKDM2B-Fluc-mCh cells for 200 h. We observed that knockdown of KDM2B alone reduces the proliferation rate of GBM cells in long term (Figure 6b), while within short term of 24 h the proliferation rate is comparable with control cells, confirming our previous observation (Figure 2d). Long-term analysis of tumor growth for 30 days with noninvasive bioluminescence imaging revealed that loss of KDM2B also attenuates tumor growth *in vivo* (Figures 6c and d). Immunofluorescence and histological analysis of the tumors showed that loss of KDM2B led to reduced angiogenic capacity of the tumors as assessed by regular H&E and VEGF staining. Moreover, there were significantly more annexin-V-positive tumor cells within shKDM2B tumors compared with controls (Figures 6e and f). Taken together, these results suggest that KDM2B silencing led to decreased tumor growth in long term, which may be attributable to the increased basal levels of apoptosis.

## Discussion

In this study, we have used an unbiased shRNA screen to show that the deregulation of a CME in a GBM cell line can cause sensitization to TRAIL through induction of proapoptotic machinery. Several lines of evidence support this argument. First, loss of KDM2B cooperated with TRAIL to reduce GBM cell viability and augmented the apoptotic response as assessed by the hallmarks of apoptosis upon TRAIL treatment. Further, whole-genome transcriptome analysis suggested that endogenous levels of KDM2B in GBM is correlated with suppressed state of proapoptotic machinery, whose knockdown results in induction of apoptosis by inducing proapoptotic genes and repressing antiapoptotic genes. *HRK* was the top induced gene upon KDM2B loss and its silencing partially recovered the observed sensitization phenotype, suggesting that *HRK* might be a novel and direct target of KDM2B-mediated apoptosis regulation in GBM cells.

In our screen, the majority of the shRNAs (110/125) targeting CMEs did not affect TRAIL response on their own. However, some were able to prime GBM cells for apoptosis. Although our shRNA screen targeted diverse types of CMEs, such as writers (DNMTs and HMTs), erasers (HDMs), readers (methyl-DNA-binding proteins) and other chromatin regulatory proteins such as polycomb-group proteins (PRCs), it did not cover all types and members of CMEs. For example, HATs and HDACs were not included in the shRNA screen. It will be of interest to see whether shRNA-mediated knockdown of HDACs would prime tumor cells for apoptosis as their small drug inhibition were previously reported to be implicated in TRAIL sensitization.^29^

One major hit from our screen was KDM2B. KDM2B is a H3K36me2 demethylase that is indicated as a regulator of cell growth.^22, 30, 31^ KDM2B, by its CxxC-ZF domain, can bind to CpG islands and can catalyze demethylation of H3K36 or H3K4 residues through its JmjC domain.^24^ KDM2B has been shown to be required for the tumorigenesis of acute myeloid leukemia, where it acts as an oncogene through silencing *p15/Ink4b*.^32^ Similarly, KDM2B has been shown to regulate self-renewal capacity of cancer and cancer stem cells in hematological and pancreatic cancers, and its expression is positively correlated with advanced tumor grade.^21, 22^ A recent study displayed the protumorigenic role of KDM2B in a broad range of human tumors.^33^ To our knowledge, KDM2B has not been studied previously in brain malignancies and the present work is the first study to display its novel oncogenic role in GBMs.

Interestingly, we found that shRNAs targeting the H3K36-specific HMTs, namely SETD2, NSD1, SMYD2, ASH1L, known to conduct the opposite enzymatic activity of KDM2B by catalyzing the addition of methyl groups to H3K36 residues, conferred GBM cells partly resistant to TRAIL-induced apoptosis. Therefore, we believe that H3K36 methylation can be a central regulator of TRAIL-induced apoptosis in GBM cells, and it would be interesting to dissect out the exact molecular mechanism by testing the function of HMTs in combination, and conducting chromatin analysis in the future. We show that short-term KDM2B loss by itself does not cause major changes in cell survival; however, long-term effect of KDM2B suppression is observed in our *in vivo* xenograft models. This suggests that while short-term loss of KDM2B can alter the epigenetic landscape of tumor cells in favor of apoptosis, long-term consequences of the epigenome alterations can reduce proliferation and be detrimental without additional external apoptotic stimuli. Therefore, it will be important to uncouple the exact mechanisms of how KDM2B regulates proliferation rate, survival and apoptosis in GBM cells. In this study, we focused on the examination of apoptotic regulation and showed that KDM2B can alter apoptotic response of GBM cells to TRAIL-induced apoptosis. This is consistent with a previous study showing that KDM2B regulated the apoptotic response of pancreatic cancer cells.^34^ Our consistent results with multiple GBM cell lines and multiple proapoptotic agents such as TRAIL and BH3 mimetics suggest that KDM2B could be a global regulator of cell death in GBM cells.

How KDM2B might regulate apoptotic priming in GBM cells was also examined in this study by comparing the transcription profiles of shControl and shKDM2B cells. Accordingly, among many apoptosis-related genes taking place in TRAIL pathway, proapoptotic genes such as *DR4* and executioner *caspase-7* were induced. 

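Some TRAIL receptor and caspase genes rose past 1.5-fold in shKDM2B cells, as did 2887 of all 21783 genes tested. Of 15 genes for TRAIL, its receptors and their proximal partners, 3 rose and 12 did not pass the thresholds, with 3 higher when adjusted over the list alone. Besides *TNFRSF10A*, these were *TNFRSF10C* (log2 fold change 0.96, adjusted p = 4.88e-09 from edgeR's quasi-likelihood test) and *TNFRSF11B*, which encode decoy receptors that bind TRAIL without passing on the death signal. *TNFRSF10B*, which encodes the death receptor DR5, had a log2 fold change of 0.36, under 1.5-fold. Centred on the ribosomal protein genes, it passed (0.71), as did the adaptor genes *RIPK1* (0.70) and *TRADD* (0.74). *CFLAR*, which encodes the caspase-8 inhibitor c-FLIP, had a value of 0.05 (adjusted p = 0.247), and *FAS*, which shares 10.7% of its exonic bases with *ACTA2*, -0.02 (adjusted p = 0.744). Of 10 caspase genes measured, 2 were higher, and 2 when adjusted over the list alone. The initiator caspase gene *CASP8* had a log2 fold change of 0.40, under 1.5-fold, and 0.75 when centred on the ribosomal protein genes; *CASP9* had a value of -0.18 (adjusted p = 0.0532) and *CASP10* 0.18 (adjusted p = 0.179). The camera test gave adjusted p = 0.137 for the TRAIL group and 0.478 for the caspases. The fry test, which does not compare a list with other genes, gave adjusted p = 0.0133 and 0.0224, both upward.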

Interestingly, *HRK*, a BH3-only Bcl-2 family member, that can antagonize antiapoptotic proteins Bcl-2 and Bcl-xL,^25^ was the top induced gene. As such, silencing of *HRK* partly recovered the apoptotic sensitization, suggesting that *HRK* is directly linked to KDM2B-mediated regulation. 

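Of 7 BH3-only genes measured, whose proteins antagonize the antiapoptotic BCL-2 family, 5 were higher in shKDM2B cells and 2 did not pass the thresholds, with 5 higher when adjusted over the list alone; 3 of the 5, *HRK*, *BMF* and *BCL2L11*, are also in the list that the study chose on these samples. *BMF* rose from 27 and 31 counts in shControl to 111 and 117 in shKDM2B, a log2 fold change of 1.72 (standard error 0.18, adjusted p = 4.26e-09 from edgeR's quasi-likelihood test). *BCL2L11*, which encodes BIM and shares 10.8% of its exonic bases with *MIR4435-2HG*, rose by 1.17 on the log2 scale (adjusted p = 5.28e-08). The p53-induced genes *BBC3* and *PMAIP1*, which encode PUMA and NOXA, rose by 0.98 and 0.93 (adjusted p = 4.44e-06 and 7.55e-14). *BID* and *BAD* had log2 fold changes of 0.04 and 0.08 (adjusted p = 0.522 and 0.282). *DAPK1*, the death-associated kinase gene, rose by 1.9 on the log2 scale (standard error 0.37, adjusted p = 7.94e-05). The camera test of the BH3-only list gave adjusted p = 0.031 and adjusted p = 0.518 with an estimated correlation. The list did not pass without shControl 1 (adjusted p = 0.0837), when centred on the ribosomal protein genes (0.0807) or at a mean count of at least 50 in either group (0.0691). In settings chosen after seeing the data, it gave adjusted p = 0.0607 among protein-coding genes and 0.0864 among genes sharing no exonic bases.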

There were other genes that were modulated by KDM2B loss, such as *DAPK1* or *BMF*, which could also be partly responsible for apoptotic sensitization. DAPK1 is a proapoptotic tumor suppressor that has been shown to be inactivated in various cancer settings,^35, 36^ whereas antiapoptotic BH3-only BMF can also sensitize cells via directly interacting with Bcl-2, Bcl-xL, Bcl-w and Mcl-1.^37^ On the other hand, knockdown of KDM2B led to suppression of antiapoptotic genes *MCL1*, *BCL11B* and *BCL2A1*. This could be through an indirect cascade of events or a direct consequence of partial loss of KDM2B.^22^ 

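*MCL1*, which encodes an antiapoptotic BCL-2 family protein, fell from 11038 and 10502 counts in shControl to 5530 and 5554 in shKDM2B, a log2 fold change of -1.21 (standard error 0.03, adjusted p = 4.73e-23 from edgeR's quasi-likelihood test). *BCL2A1*, which encodes the antiapoptotic protein BFL-1, fell from 98 and 109 counts to 15 and 25, a log2 fold change of -2.61 (standard error 0.21, adjusted p = 2.40e-11). *BCL11B*, which encodes a zinc finger transcription factor, fell from 103 and 94 counts to 34 and 34, a log2 fold change of -1.78 (standard error 0.18, adjusted p = 1.40e-09). Of 5 antiapoptotic BCL-2 family genes measured, *MCL1* and *BCL2A1* were the 2 that fell, with 2 lower when adjusted over the list alone; *BCL2* (-0.46) and *BCL2L1* (-0.24), which encodes BCL-XL, were under 1.5-fold, and *BCL2L1* was at 0.10 when centred on the ribosomal protein genes. The fifth member, *BCL2L2*, went the other way (adjusted p = 2.34e-11), also under 1.5-fold. The camera test of the list gave adjusted p = 0.0124, adjusted p = 0.265 with an estimated correlation, adjusted p = 0.0646 when centred on the ribosomal protein genes and, in a setting chosen after seeing the data, adjusted p = 0.146 among genes sharing no exonic bases.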

Interestingly, BCL11B silencing has been demonstrated to induce apoptosis in malignancies.^38^ BCL2A1 is overexpressed in various cancers and its upregulation is characterized as a major resistance factor against proapoptotic therapy in cancer.^39^ MCL1 is one of the key gatekeepers regulating apoptosis and has been targeted by small drug inhibitors to sensitize cancer cells.^40, 41^ Further research is warranted to understand how KDM2B regulates the expression of these apoptosis regulators at the chromatin level.

Taken together, we show that KDM2B regulates the apoptotic response of GBM cells by turning on the apoptotic machinery that is otherwise dormant. Therefore, combining epigenetic reprogramming drugs with standard chemotherapeutics or with proapoptotic therapies are promising therapeutic approaches. To this end, previously, several agents have been combined with TRAIL, including HDAC inhibitors. Interestingly, bortezomib,^42^ MS-275,^11^ and a recent drug identified by our group, mitoxantrone,^43^ have all suppressed the expression levels of KDM2B in favor of cell death (Supplementary Figure 11). Therefore, it is plausible to suggest that regulators of apoptosis might be acting through regulating the central epigenetic machinery in favor of enhanced cell death (Figure 7).

GBM is a complex cancer with extremely poor prognosis and limited therapeutic options. Therefore, designing new and effective approaches for GBM is necessary. Drugs targeting CMEs are emerging as anticancer therapeutics.^44^ Our results corroborate the notion that combinatorial uses of epigenetic drugs with proapoptotic agents hold great promise. To this end, specific chemical inhibitors for CMEs such as a KDM2B inhibitor can yield effective combination therapies for subgroups of GBM patients.

## Materials and methods

### Cell lines

U87MG GBM cells and 293T cells were purchased and authenticated from ATCC (Manassas, VA, USA). All cells were cultured in DMEM medium supplemented with 10% FBS and 1% penicillin–streptomycin (Gibco, Grand Island, NY, USA) at 37 °C in a humidified chamber with 5% CO_2_ as described.^11^ Puromycin selection was applied at a final concentration of 1 *μ*g/ml for 3–7 days.

### Reagents

TRAIL was commercially supplied (Enzo Life Sciences, Farmingdale, NY, USA) or produced from 293T cells as described.^45^ Briefly, the extracellular portion of human TRAIL (amino acids 95–281) was cloned into pBabe retroviral expression vectors to produce functionally active TRAIL,^46^ which was quantified by TRAIL ELISA according to the manufacturer’s instructions (Abcam, Cambridge, UK). Caspase inhibitors (BD Pharmingen, San Diego, CA, USA) were as follows: Z-IETD-FMK (caspase-8 inhibitor), Z-VAD-FMK (general caspase inhibitor), Z-FA-FMK (negative control), Z-LEHD-FMK (caspase-9 inhibitor) and Ac-DEVD-CHO (caspase-3/7 inhibitor). Bcl-2, Bcl-xL inhibitors ABT-263 and ABT-737 were purchased from Cayman Chemicals (Ann Arbor, MI, USA)

### Generation of the shRNA library

One hundred and twenty-five of total shRNAs targeting chromatin-modifying proteins and HRK were designed using the RNAi Codex program. Accordingly, two to three shRNAs were designed using 97-mer oligos and cloning into pSMP vector system. The designed oligos were PCR amplified using the following primer pairs: (forward: 5′-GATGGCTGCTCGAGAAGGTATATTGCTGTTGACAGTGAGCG-3′ reverse: 5′-GTCTAGAGGAATTCCGAGGCAGTAGGC-3′). PCR products were gel purified, digested with *Eco*RI and *Xho*I and ligated into the retroviral pSMP vector as described,^20^ and verified by sequencing. shRNA targeting the Fluc was used as shControl. The sequences of selected shRNAs are listed in Supplementary Table 2; viral packaging was conducted as described.^20^ 

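The targets of the hairpins were located in GRCh37 from the oligonucleotides of Supplementary Table 2. The target of shKDM2B-1, CCTGAACCACTGCAAGTCTAT, lies on chromosome 12 from 121878983 to 121879003, on the reverse strand, in coding exon 20 of the 23 exons of *KDM2B*, and is present in 5 of 18 annotated transcripts. The target of shKDM2B-2, TCAACCTGTCTGACTGCAATA, spans a splice junction: 12 bases lie in coding exon 22 from 121877660 to 121877671 and 9 bases in coding exon 23 from 121868264 to 121868272, and 4 of 18 annotated transcripts hold it. The target of shHRK, AGCGATCGTAGAAACACAGAA, lies on chromosome 12 from 117299129 to 117299149, in the 3′ untranslated part of exon 2 of the 2 exons of *HRK*, and is present in 2 of 4 annotated transcripts. In an exact search of the annotated transcripts, each target was found in 1 gene; near matches were not searched.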

The 293T cells were seeded as 2.5 × 10^6^ cells per plate and transfected with shRNA, VSV-G and pUMVC plasmids with Fugene transfection reagent (Promega, Madison, WI, USA). The virus containing media was collected, filtered through 0.45 *μ*m filters (Millipore, Billerica, MA, USA) and stored at −80 °C.

### shRNA screen

U87MG cells were seeded as 2500 cells per well into black 96-well plates. Next day, cells were infected with 80 *μ*l of viral supernatants with protamine sulfate (10 *μ*g/ml) in triplicates. After 2 days, puromycin (1 *μ*g/ml) was added for 3 days. Following selection, cells were treated with TRAIL (100 ng/ml) or control solution for 24 h, followed by cell viability assays. shRNAs that caused reduction in cell viability, as well as shRNAs that augmented TRAIL response in at least two independent experiments, were identified and further characterized.

### Cloning

The 4617 bp ORF of KDM2B in pCAG-puro, including 2x Strep-tag II and 1x FLAG-tag at its N terminus, was cloned by the flanking *Eco*RI cut sites into retroviral pBabe-puro mammalian expression vector.

### Cell viability and caspase activity assays

Viability of the cells was measured using ATP-based Cell Titer Glo assays (Promega) according to the manufacturer’s instructions using a plate reader (BioTek’s Synergy H1, Winooski, VT, USA). All experiments were performed in triplicates. To further validate KDM2B phenotype, stable cell lines of shKDM2B or shControl cells were expanded for three to four passages. Accordingly, 10 000 cells per well were seeded in triplicates and treated with TRAIL (0–100 ng/ml) for 24 h. To test caspase inhibition, each caspase inhibitor was used at 20 *μ*M final concentration; cells were cotreated with inhibitors and TRAIL. For caspase activity measurements, cells were seeded in 96-well plates as 10 000 cells per well in triplicates, treated with TRAIL (0–100 ng/ml) for 3 h and caspase-8 and -3/7 activities were measured using Caspase Glo (Promega) assays according to the manufacturer’s instructions.

### Real-time cell growth analysis

xCELLigence RTCA SP Station and Analyzer (ACEA Biosciences, San Diego, CA, USA) was used for real-time cell growth analysis. The 1000–5000 U87MG cells per well were seeded, and impedance of the wells were measured with 20 min intervals for 24 or 202 h. The amount of cell growth was analyzed and plotted using the RTCA Software (ACEA Biosciences).

### Live-cell microscopy

All live-cell imaging experiments were carried out by Olympus Xcellence Pro inverted microscope (Center Valley, PA, USA) with a × 10 air objective in a chamber at 37 °C, supplied with 5% CO_2_. Time-lapse images were captured right after TRAIL treatment for 24 h as 1440 frames per minute. Five random positions were recorded per sample per well. The number of apoptotic bodies was counted on each window using the ImageJ Software (NIH Image, Bethesda, MD, USA). Particles having size (pixel^2) of 10 to infinity and circularity of 0.60–1.00 were denoted as apoptotic bodies on each frame.

### qRT-PCR analysis

RNA isolation and cDNA synthesis were performed as described.^43^ qRT-PCRs was carried out using the primers in Supplementary Table 1. Details of qRT-PCR are given in Supplementary Information.

### Cell lysate preparation, histone extraction and immunoblotting

Cell lysate preparations were carried out as described previously.^43^ Details of histone extraction and immunoblotting are given in Supplementary Information.

### *In vivo* experiments

All *in vivo* experiments were approved by the institution review boards of Koç University (HADYEK no. 2014-22). U87MG cells stably expressing shControl or shKDM2B were used for *in vivo* experiments. Cells were supertransduced with lentiviral vectors encoding Fluc and mCherry as described.^46^ mCherry expression was verified with red fluorescence, and Fluc activity was verified with *in vitro* luminescence assays. Accordingly, increasing number of cells (0–50 000/well) were seeded on 96-well plates and incubated with d-luciferin (10 *μ*g/ml) for 10 min. Bioluminescence was measured by BioTek’s Synergy H1 plate reader.

A 6–8-week-old SCID mice were used for tumor implantation. A total of 2.5 × 10^6^ cells that stably expressed Fluc and mCherry were injected in 50 *μ*l PBS subcutaneously into seven SCID mice. One day after injection, tumor cells were visualized by Fluc imaging using IVIS Lumina III equipment (Perkin-Elmer, Rodgau, Germany) by injecting mice with 150 *μ*g/g body weight of d-luciferin (Biotium, Fremont, CA, USA) intraperitoneally. Tumor progression was monitored with sequential Fluc bioluminescence activity over a period of 1 month. All imaging experiments were performed under isoflurane anesthesia. Following data acquisition, mean, standard deviation and sum of the photon counts in the regions of interest were calculated and plotted. At the end, the tumors were dissected and analyzed with immunohistochemistry.

### Immunohistochemistry

Sections of tumors were analyzed by immunohistochemistry as described.^46^ Details are given in Supplementary Information.

### RNA-seq and analysis

Total RNAs of shControl and shKDM2B cells were isolated, RNA-seq library for each sample was prepared based on protocols on Illumina HiSeq 2500 to generate 50 bp single-end reads. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus,^47^ and are accessible through GEO series accession number GSE81043 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE81043). Differentially expressed genes between shKDM2B and shControl were detected using DESeq,^48^ the complex biological processes induced by shKDM2B as compared with shControl were examined in the context of functional groups with Ingenuity Pathways Analysis, a web-delivered commercial application. Details of library preparation, statistical and functional analysis of differentially expressed genes are explained in Supplementary Information.

### Statistical analysis

Data were analyzed by Student's *t*-test when comparing two groups. Data were plotted as mean±s.e.m. and *P*-values were calculated. *, ** and *** denotes *P*<0.05, *P*<0.01 and *P*<0.001 on the figures.

## Figures and Tables

**Figure 1:**
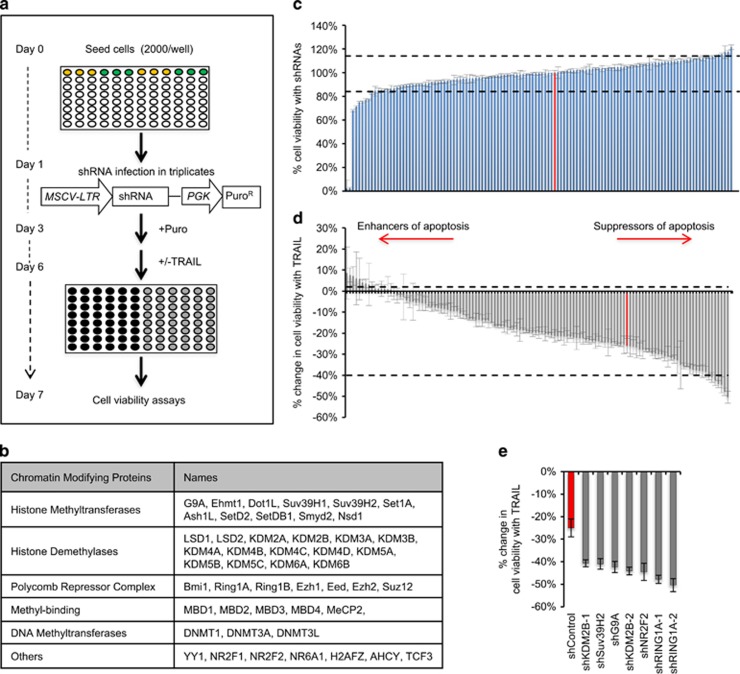
shRNA screen for TRAIL regulating CMEs in GBMs. (**a**) Schematic diagram of the experimental setup for the shRNA TRAIL screen in U87MG cells. Cells were individually infected with 125 different shRNAs targeting CMEs and selected with puromycin. Viability analysis was conducted after 100 ng/ml TRAIL treatment for 24 h. (**b**) Table of categorized 48 different CMEs targeted in the shRNA screen. (**c**) Percent viability analysis of the untreated cells after infection. (**d**) Percent change viability analyses of the infected and TRAIL-treated cells. (**e**) Top sensitizer hits below 2 S.D. Data were normalized to shControl cells. Red bar indicates shControl. Genes lying below and over that of shControl were classified as suppressors and enhancers of apoptosis, respectively. Dotted lines indicate 2 S.D. from % viability change of shControl cells

**Figure 2:**
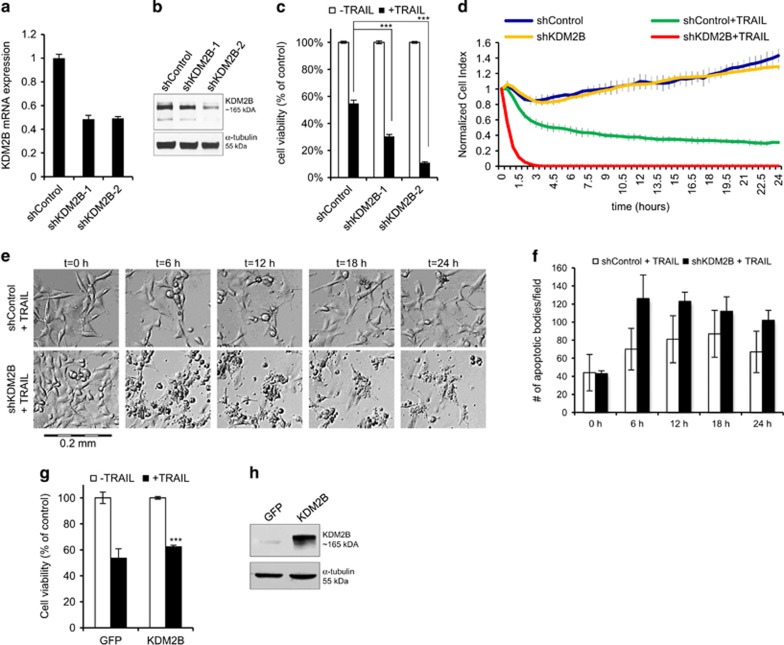
Loss of KDM2B sensitizes GBM cells to TRAIL. (**a**) Expression analysis of KDM2B in shControl and shKDM2B GBM cells. Expression levels were normalized to shControl cells. (**b**) Western blot analysis of GBM cells expressing either control shRNA or one of shRNAs targeting KDM2B. (**c**) Viability analyses of GBM cells showing reduced viability against TRAIL upon KDM2B knockdown. (**d**) Real-time viability analysis of shControl and shKDM2B cells upon TRAIL treatment for 24 h. Cell indices were normalized to time of TRAIL addition. (**e**) Representative images of shControl and shKDM2B cells treated with TRAIL for 24 h. Images were taken from same coordinates by inverted live-cell light microscope (× 10 magnification). (**f**) Plot displaying numbers of apoptotic bodies per frame in shControl and shKDM2B fields, quantified using ImageJ (*n*=3 different fields) (*, ** and *** denotes *P*<0.05, *P*<0.01 and *P*<0.001, two-tailed Student’s *t*-test). All experiments were conducted with U87MG cells with 100 ng/ml TRAIL treatment. (**g**) Viability analyses of GBM cells showing less TRAIL response upon KDM2B overexpression. (**h**) Western blot analysis of GBM cells overexpressing control (pBabeGFP) or KDM2B (pBabeKDM2B)

**Figure 3:**
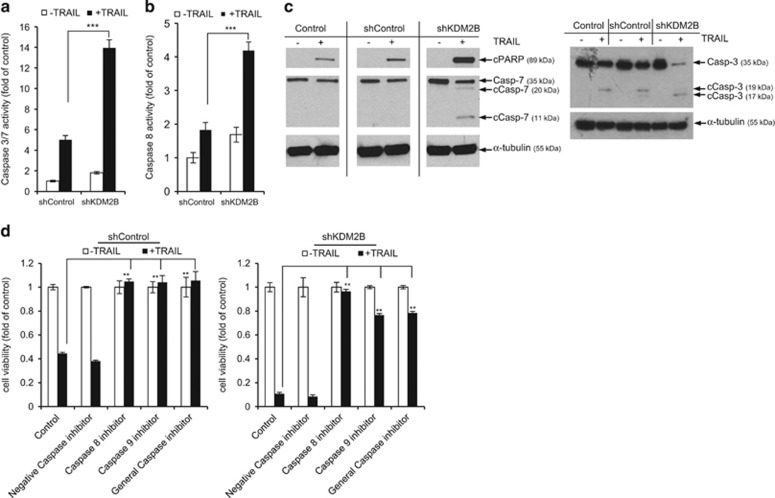
GBM cells display augmented apoptotic response upon KDM2B silencing. (**a**) Caspase-3/7 and (**b**) caspase-8 activity analyses of shControl and shKDM2B cells after 3 h treatment with TRAIL. Data were normalized to untreated shControl cells. (**c**) Western blot analyses of control, shControl and shKDM2B cells for cleaved PARP, caspase-3 and caspase-7 after 6 h treatment with TRAIL. (**d**) Cell viability analyses of shControl and shKDM2B cells cotreated with TRAIL and caspase-8, caspase-9 or general caspase inhibitors. Data were normalized to untreated cells of each condition (*, ** and *** denotes *P*<0.05, *P*<0.01 and *P*<0.001, two-tailed Student’s *t*-test). All experiments were conducted with U87MG cells with 100 ng/ml TRAIL treatment

**Figure 4:**
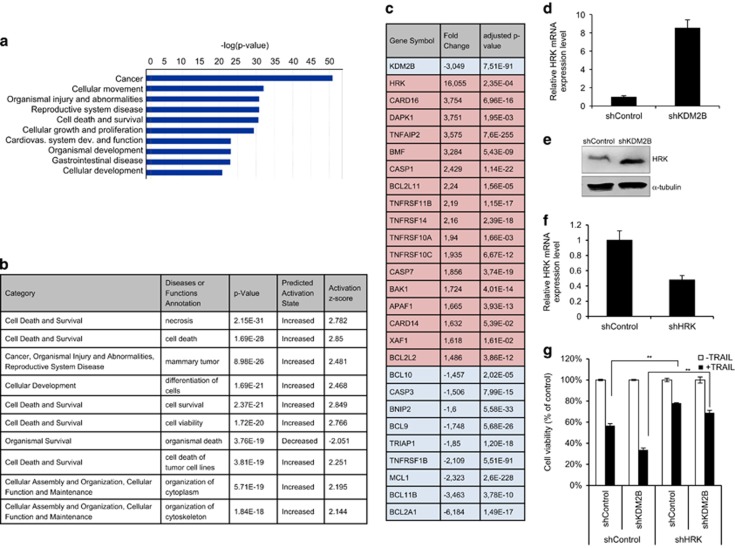
KDM2B regulates apoptotic machinery at transcriptional level in GBM cells. (**a**) Ingenuity pathway analysis of RNA-seq results. (**b**) List of the top 10 canonical pathways that were most significantly upregulated or downregulated upon KDM2B loss. (**c**) Custom list of genes displaying top deregulated apoptosis-related genes along with transcript level of KDM2B (*n*=2 biological replicates, average number of reads of shKDM2B cells were normalized to shControl cells). (**d**) qRT-PCR validation of HRK gene expression levels of shKDM2B cells. Expression levels were normalized to shControl. (**e**) Western blots showing HRK upregulation in shKDM2B cells at the protein level (**f**) qRT-PCR quantification of HRK mRNA level of HRK knockdown cells. Expression levels were normalized to shControl. (**g**) Cell viability analysis upon TRAIL treatment of shControl and shHRK cells transduced with either shControl or shKDM2B. Data were normalized to untreated cells of each group. (*,** and *** denotes *P*<0.05, *P*<0.01 and *P*<0.001, two-tailed Student’s *t*-test). All experiments were conducted with U87MG cells with 100 ng/ml TRAIL treatment

**Figure 5:**
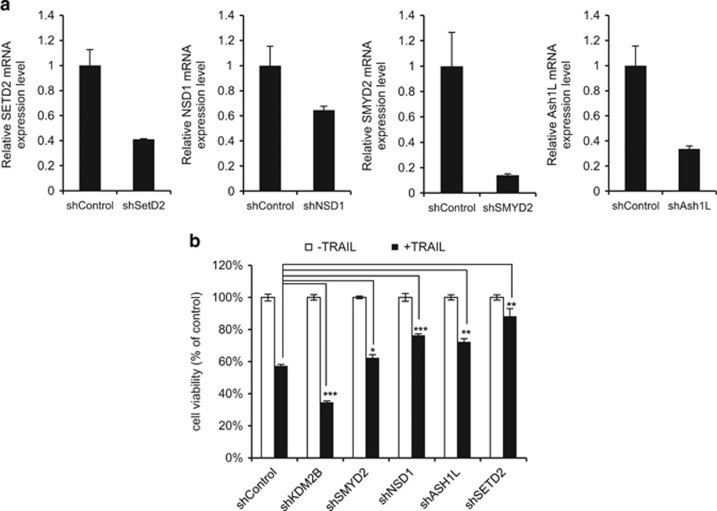
Loss of H3K36 HMTs confer GBM cells resistant to TRAIL reduced viability. (**a**) qRT-PCR analysis of mRNA levels of SETD2, NSD1, SMYD2 and ASH1L in transduced U87MG cells. Expression levels were normalized to shControl. (**b**) Viability analysis of U87MG cells expressing shRNAs targeting SMYD2, NSD1, ASH1L and SETD2 upon 100 ng/ml TRAIL treatment. Data were normalized to untreated condition of each group (*,** and *** denotes *P*<0.05, *P*<0.01 and *P*<0.001, two-tailed Student’s *t*-test)

**Figure 6:**
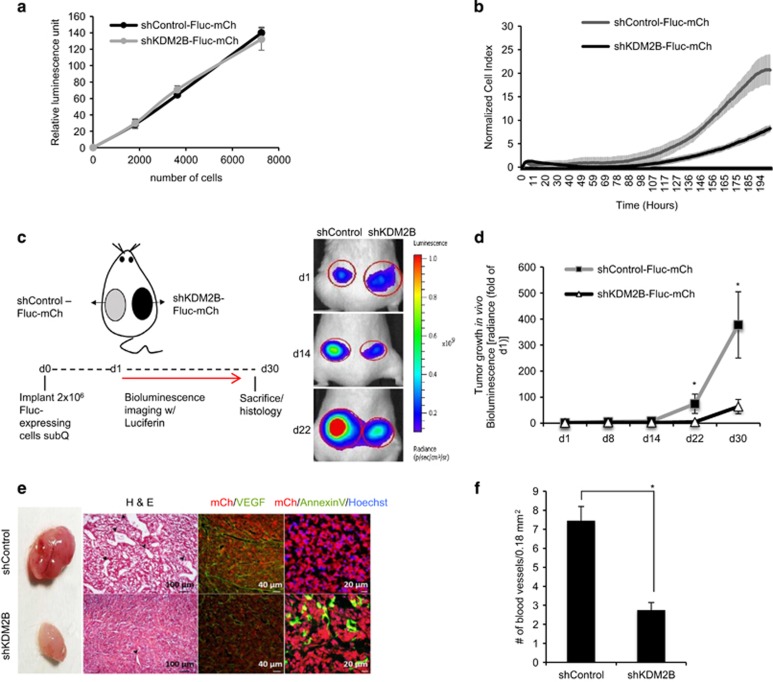
Knockdown of KDM2B attenuates tumor growth *in vivo*. (**a**) Plot demonstrating *in vitro* bioluminescence of shControl and shKDM2B cells transduced with Fluc-mCh constructs. (**b**) Long-term growth dynamic of shControl and shKDM2B cells were assessed by real-time cell analyzer for 202 h (*n*=6 wells for each group). (**c**) shControl-Fluc-mCh and shKDM2B-Fluc-mCh cells were subcutaneously implanted into nonobese diabetic/severe combined immunodeficiency (NOD/SCID) mice and assessed for tumor growth for 30 days. Representative images of bilateral tumors of same mice from days 1, 14 and 22 displaying normalized bioluminescent efficiencies acquired (blue to red indicates lower to higher radiance as photons/s/cm^2^/steradian). (**d**) Tumor growth was measured by bioluminescent radiance on five time points for 30 days. Data were normalized to day 1 signal of each group (*n*=7 tumors per group). (**e**) Representative histology and immunofluorescence sections of tumors stained with H&E, anti-VEGF and annexin-V. (**f**) Number of blood vessels per 18 mm^2^ are counted and plotted (*n*=3 fields per tumors)

**Figure 7:**
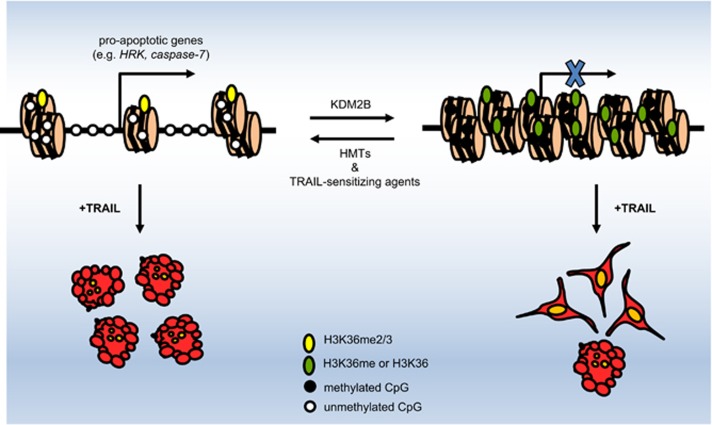
A possible mechanism of KDM2B regulation of apoptotic response in GBM cells. KDM2B modulates the H3K36 methylation levels of target proapoptotic genes to suppress their expression levels. RNAi-mediated knockdown or TRAIL-sensitizing agents downregulate KDM2B, which in turn lead to sensitization of GBM cells by increased transcription of proapoptotic genes. In accordance, silencing of HMTs responsible for the same histone modification confers GBM cells more resistant to TRAIL-induced apoptosis

## References

[bib1] Holland EC. Glioblastoma multiforme: the terminator. Proc Natl Acad Sci USA 2000; 97: 6242–6244.1084152610.1073/pnas.97.12.6242PMC33993

[bib2] Berens ME, Giese A. '...those left behind.' Biology and oncology of invasive glioma cells. Neoplasia 1999; 1: 208–219.1093547510.1038/sj.neo.7900034PMC1508082

[bib3] Fulda S. Tumor resistance to apoptosis. Int J Cancer 2009; 124: 511–515.1900398210.1002/ijc.24064

[bib4] Takeda K, Hayakawa Y, Smyth MJ, Kayagaki N, Yamaguchi N, Kakuta S et al. Involvement of tumor necrosis factor-related apoptosis-inducing ligand in surveillance of tumor metastasis by liver natural killer cells. Nat Med 2001; 7: 94–100.1113562210.1038/83416

[bib5] Lemke J, von Karstedt S, Zinngrebe J, Walczak H. Getting TRAIL back on track for cancer therapy. Cell Death Differ 2014; 21: 1350–1364.2494800910.1038/cdd.2014.81PMC4131183

[bib6] Pan R, Hogdal LJ, Benito JM, Bucci D, Han L, Borthakur G et al. Selective BCL-2 inhibition by ABT-199 causes on-target cell death in acute myeloid leukemia. Cancer Discov 2014; 4: 362–375.2434611610.1158/2159-8290.CD-13-0609PMC3975047

[bib7] Vaillant F, Merino D, Lee L, Breslin K, Pal B, Ritchie ME et al. Targeting BCL-2 with the BH3 mimetic ABT-199 in estrogen receptor-positive breast cancer. Cancer Cell 2013; 24: 120–129.2384544410.1016/j.ccr.2013.06.002

[bib8] Dimberg LY, Anderson CK, Camidge R, Behbakht K, Thorburn A, Ford HL. On the TRAIL to successful cancer therapy? Predicting and counteracting resistance against TRAIL-based therapeutics. Oncogene 2013; 32: 1341–1350.2258061310.1038/onc.2012.164PMC4502956

[bib9] Elias A, Siegelin MD, Steinmüller A, von Deimling A, Lass U, Korn B et al. Epigenetic silencing of death receptor 4 mediates tumor necrosis factor-related apoptosis-inducing ligand resistance in gliomas. Clin Cancer Res 2009; 15: 5457–5465.1970681310.1158/1078-0432.CCR-09-1125

[bib10] Sharma SV, Lee DY, Li B, Quinlan MP, Takahashi F, Maheswaran S et al. A chromatin-mediated reversible drug-tolerant state in cancer cell subpopulations. Cell 2010; 141: 69–80.2037134610.1016/j.cell.2010.02.027PMC2851638

[bib11] Bagci-Onder T, Agarwal A, Flusberg D, Wanningen S, Sorger P, Shah K. Real-time imaging of the dynamics of death receptors and therapeutics that overcome TRAIL resistance in tumors. Oncogene 2013; 32: 2818–2827.2282479210.1038/onc.2012.304PMC3676868

[bib12] Lakshmikanthan V, Kaddour-Djebbar I, Lewis RW, Kumar MV. SAHA-sensitized prostate cancer cells to TNFα-related apoptosis-inducing ligand (TRAIL): mechanisms leading to synergistic apoptosis. Int J Cancer 2006; 119: 221–228.1645038910.1002/ijc.21824

[bib13] Aguilera DG, Das CM, Sinnappah-Kang ND, Joyce C, Taylor PH, Wen S et al. Reactivation of death receptor 4 (DR4) expression sensitizes medulloblastoma cell lines to TRAIL. J Neurooncol 2009; 93: 303–318.1914858110.1007/s11060-008-9788-xPMC3820292

[bib14] Falkenberg KJ, Johnstone RW. Histone deacetylases and their inhibitors in cancer, neurological diseases and immune disorders. Nat Rev Drug Discov 2014; 13: 673–691.2513183010.1038/nrd4360

[bib15] Rotili D, Mai A. Targeting histone demethylases: a new avenue for the fight against cancer. Genes Cancer 2011; 2: 663–679.2194162110.1177/1947601911417976PMC3174264

[bib16] Rodríguez-Paredes M, Esteller M. Cancer epigenetics reaches mainstream oncology. Nat Med 2011; 17: 330–339.2138683610.1038/nm.2305

[bib17] Suvà ML, Riggi N, Bernstein BE. Epigenetic reprogramming in cancer. Science 2013; 339: 1567–1570.2353959710.1126/science.1230184PMC3821556

[bib18] Nair SS, Kumar R. Chromatin remodeling in cancer: a gateway to regulate gene transcription. Mol Oncol 2012; 6: 611–619.2312754610.1016/j.molonc.2012.09.005PMC3538127

[bib19] Maleszewska M, Kaminska B. Is glioblastoma an epigenetic malignancy? Cancers (Basel) 2013; 5: 1120–1139.2420233710.3390/cancers5031120PMC3795382

[bib20] Onder TT, Kara N, Cherry A, Sinha AU, Zhu N, Bernt KM et al. Chromatin-modifying enzymes as modulators of reprogramming. Nature 2012; 483: 598–602.2238881310.1038/nature10953PMC3501145

[bib21] Andricovich J, Kai Y, Peng W, Foudi A, Tzatsos A. Histone demethylase KDM2B regulates lineage commitment in normal and malignant hematopoiesis. J Clin Invest 2016; 126: 905–920.2680854910.1172/JCI84014PMC4767361

[bib22] Tzatsos A, Paskaleva P, Ferrari F, Deshpande V, Stoykova S, Contino G et al. KDM2B promotes pancreatic cancer via polycomb-dependent and -independent transcriptional programs. J Clin Invest 2013; 123: 727–739.2332166910.1172/JCI64535PMC3561797

[bib23] Fulda S, Debatin K-M. Extrinsic versus intrinsic apoptosis pathways in anticancer chemotherapy. Oncogene 2006; 25: 4798–4811.1689209210.1038/sj.onc.1209608

[bib24] Long HK, Blackledge NP, Klose RJ. ZF-CxxC domain-containing proteins, CpG islands and the chromatin connection. Biochem Soc Trans 2013; 41: 727–740.2369793210.1042/BST20130028PMC3685328

[bib25] Inohara N, Ding L, Chen S, Núñez G. Harakiri, a novel regulator of cell death, encodes a protein that activates apoptosis and interacts selectively with survival-promoting proteins Bcl-2 and Bcl-X(L). EMBO J 1997; 16: 1686–1694.913071310.1093/emboj/16.7.1686PMC1169772

[bib26] Imaizumi K, Benito A, Kiryu-Seo S, Gonzalez V, Inohara N, Lieberman AP et al. Critical role for DP5/Harakiri, a Bcl-2 homology domain 3-only Bcl-2 family member, in axotomy-induced neuronal cell death. J Neurosci 2004; 24: 3721–3725.1508465110.1523/JNEUROSCI.5101-03.2004PMC6729341

[bib27] Imaizumi K, Tsuda M, Imai Y, Wanaka A, Takagi T, Tohyama M. Molecular cloning of a novel polypeptide, DP5, induced during programmed neuronal death. J Biol Chem 1997; 272: 18842–18848.922806010.1074/jbc.272.30.18842

[bib28] Wagner EJ, Carpenter PB. Manuscript A. Understanding the language of Lys36 methylation at histone H3. Nat Rev Mol Cell Biol 2012; 29: 997–1003.10.1038/nrm3274PMC396974622266761

[bib29] Nesterenko I, Wanningen S, Bagci-Onder T, Anderegg M, Shah K. Evaluating the effect of therapeutic stem cells on TRAIL resistant and sensitive medulloblastomas. PLoS ONE 2012; 7: e49219.2314512710.1371/journal.pone.0049219PMC3492275

[bib30] Pfau R, Tzatsos A, Kampranis SC, Serebrennikova OB, Bear SE, Tsichlis PN. Members of a family of JmjC domain-containing oncoproteins immortalize embryonic fibroblasts via a JmjC domain-dependent process. Proc Natl Acad Sci USA 2008; 105: 1907–1912.1825032610.1073/pnas.0711865105PMC2538857

[bib31] Liang G, He J, Zhang Y. Kdm2b promotes induced pluripotent stem cell generation by facilitating gene activation early in reprogramming. Nat Cell Biol 2012; 14: 457–466.2252217310.1038/ncb2483PMC3544197

[bib32] He J, Nguyen AT, Zhang Y. KDM2b/JHDM1b, an H3K36me2-specific demethylase, is required for initiation and maintenance of acute myeloid leukemia. Blood 2011; 117: 3869–3880.2131092610.1182/blood-2010-10-312736PMC3083299

[bib33] Kottakis F, Foltopoulou P, Sanidas I, Keller P, Wronski A, Dake BT et al. NDY1/KDM2B functions as a master regulator of polycomb complexes and controls self-renewal of breast cancer stem cells. Cancer Res 2014; 74: 3935–3946.2485354610.1158/0008-5472.CAN-13-2733PMC4454481

[bib34] Ge R, Wang Z, Zeng Q, Xu X, Olumi AF. F-box protein 10, an NF-κB-dependent anti-apoptotic protein, regulates TRAIL-induced apoptosis through modulating c-Fos/c-FLIP pathway. Cell Death Differ 2011; 18: 1184–1195.2125290810.1038/cdd.2010.185PMC3131965

[bib35] Xiong J, Li Y, Huang K, Lu M, Shi H, Ma L et al. Association between DAPK1 promoter methylation and cervical cancer: a meta-analysis. PLoS ONE 2014; 9: e107272.2526890510.1371/journal.pone.0107272PMC4182030

[bib36] Ng HY, Wan TS, So CC, Chim CS. Epigenetic inactivation of DAPK1, p14ARF, mir-34a and -34b/c in acute promyelocytic leukaemia. J Clin Pathol 2014; 67: 626–631.2481148810.1136/jclinpath-2014-202276

[bib37] Delbridge ARD, Strasser A. The BCL-2 protein family, BH3-mimetics and cancer therapy. Cell Death Differ 2015; 22: 1071–1080.2595254810.1038/cdd.2015.50PMC4572872

[bib38] Grabarczyk P, Przybylski GK, Depke M, Völker U, Bahr J, Assmus K et al. Inhibition of BCL11B expression leads to apoptosis of malignant but not normal mature T cells. Oncogene 2007; 26: 3797–3810.1717306910.1038/sj.onc.1210152

[bib39] Vogler M, Butterworth M, Majid A, Walewska RJ, Sun X-M, Dyer MJS et al. Concurrent up-regulation of BCL-XL and BCL2A1 induces approximately 1000-fold resistance to ABT-737 in chronic lymphocytic leukemia. Blood 2009; 113: 4403–4413.1900845810.1182/blood-2008-08-173310

[bib40] Gillissen B, Wendt J, Richter A, Richter A, Müer A, Overkamp T et al. Endogenous Bak inhibitors Mcl-1 and Bcl-xL: differential impact on TRAIL resistance in Bax-deficient carcinoma. J Cell Biol 2010; 188: 851–862.2030842710.1083/jcb.200912070PMC2845080

[bib41] Leverson JD, Zhang H, Chen J, Tahir SK, Phillips DC, Xue J et al. Potent and selective small-molecule MCL-1 inhibitors demonstrate on-target cancer cell killing activity as single agents and in combination with ABT-263 (navitoclax). Cell Death Dis 2015; 6: e1590.2559080010.1038/cddis.2014.561PMC4669759

[bib42] Unterkircher T, Cristofanon S, Vellanki SHK, Nonnenmacher L, Karpel-Massler G, Wirtz CR et al. Bortezomib primes glioblastoma, including glioblastoma stem cells, for TRAIL by increasing tBid stability and mitochondrial apoptosis. Clin Cancer Res 2011; 17: 4019–4030.2152517110.1158/1078-0432.CCR-11-0075

[bib43] Senbabaoglu F, Cingoz A, Kaya E, Kazancioglu S, Lack NA, Acilan C et al. Identification of mitoxantrone as a TRAIL-sensitizing agent for glioblastoma multiforme. Cancer Biol Ther 2016; 17: 546–557.2702934510.1080/15384047.2016.1167292PMC4910918

[bib44] Mair B, Kubicek S, Nijman SMB. Exploiting epigenetic vulnerabilities for cancer therapeutics. Trends Pharmacol Sci 2014; 35: 136–145.2452976510.1016/j.tips.2014.01.001

[bib45] Hingtgen S, Ren X, Terwilliger E, Classon M, Weissleder R, Shah K. Targeting multiple pathways in gliomas with stem cell and viral delivered S-TRAIL and temozolomide. Mol Cancer Ther 2008; 7: 3575–3585.1900144010.1158/1535-7163.MCT-08-0640PMC2748233

[bib46] Bagci-Onder T, Wakimoto H, Anderegg M, Cameron C, Shah K. A dual PI3K/mTOR inhibitor, PI-103, cooperates with stem cell-delivered TRAIL in experimental glioma models. Cancer Res 2011; 71: 154–163.2108426710.1158/0008-5472.CAN-10-1601

[bib47] Edgar R. Gene expression omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res 2002; 30: 207–210.1175229510.1093/nar/30.1.207PMC99122

[bib48] Anders S, Huber W. Differential expression analysis for sequence count data. Genome Biol 2010; 11: R106.2097962110.1186/gb-2010-11-10-r106PMC3218662

# Supplementary material for: KDM2B, an H3K36-specific demethylase, regulates apoptotic response of GBM cells to TRAIL
**Source:** Cell Death Dis. 2017 Jun 29;8(6):e2897–. doi: 10.1038/cddis.2017.288
**Supplement:** Supplementary Information

**SUPPLEMENTARY INFORMATION**

**SUPPLEMENTARY FIGURES**

**Supplementary Figure 1.** qRT-PCR analysis of mRNA levels of other hits RING1A, NRF2, SUV39H2 and G9A in transduced cells. Expression levels were normalized to shControl cells.

**
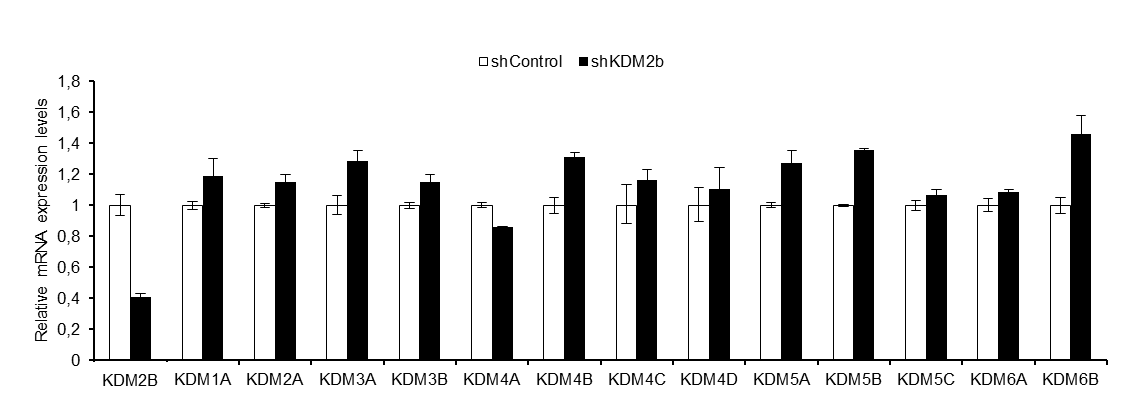
**

**Supplementary Figure 2.** qRT-PCR analysis of mRNA levels of KDM family members in KDM2B cells. Expression levels were normalized to shControl cells.

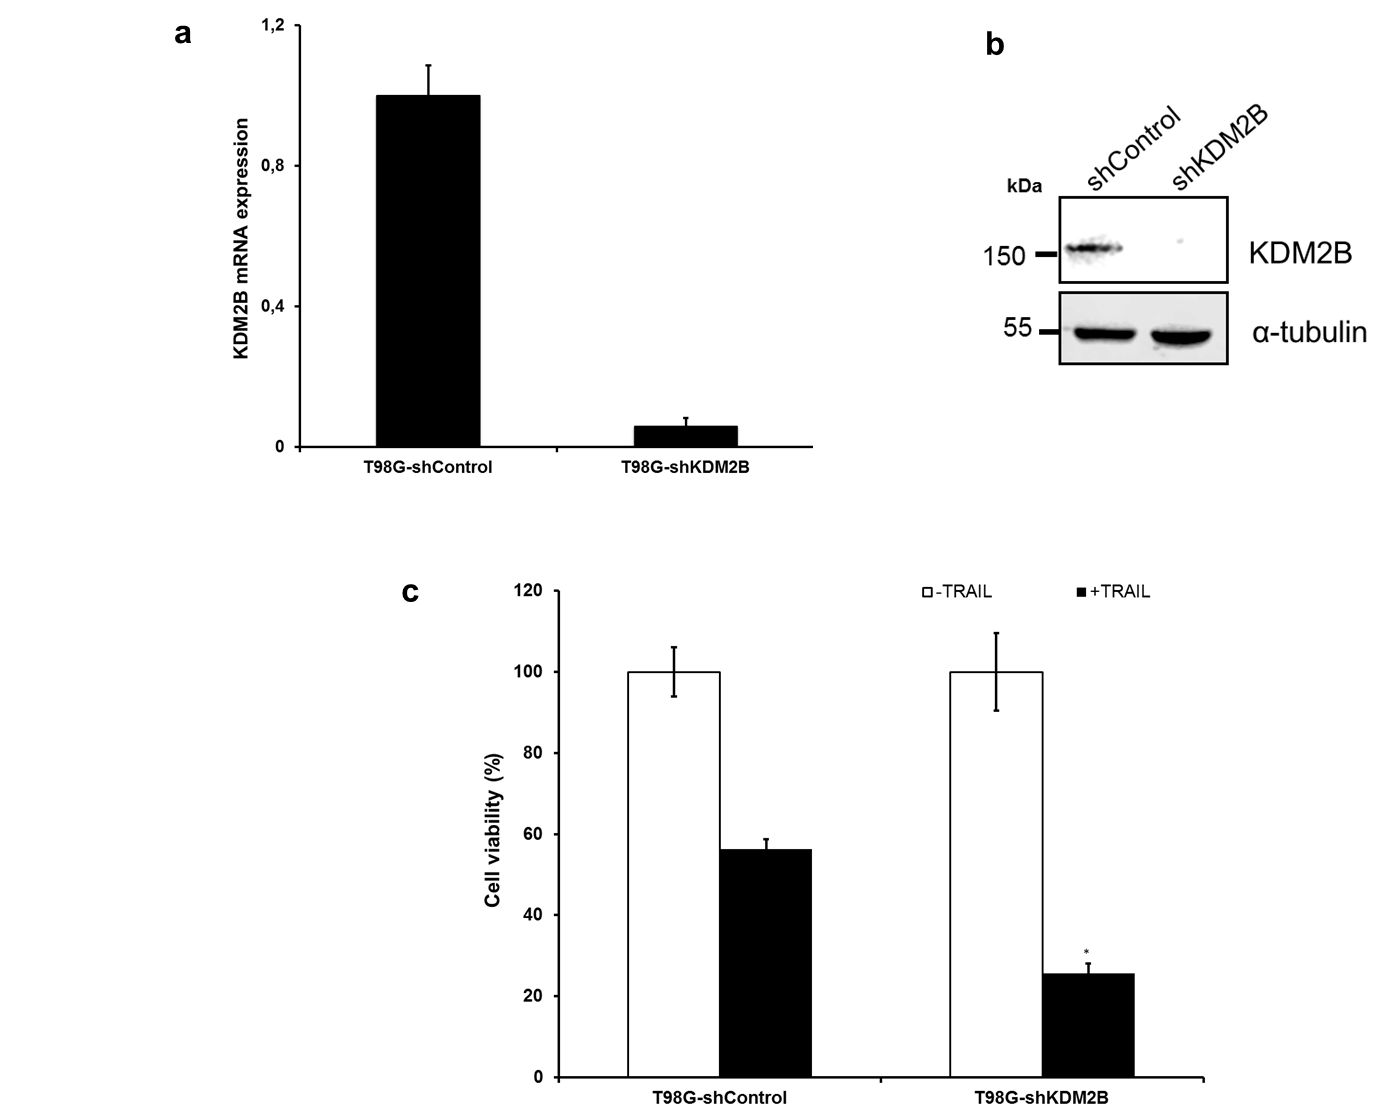

**Supplementary Figure 3.** (**a**) qRT-PCR analysis of KDM2B levels in T98G cells transduced with shControl or shKDM2B. Expression levels were normalized to shControl cells. (**b**) Western blot analysis of KDM2B protein levels in T98G cells transduced with shControl or shKDM2B. (**c**) Viability analyses of shControl or shKDM2B T98G cells upon TRAIL (50 ng/ml) treatment.

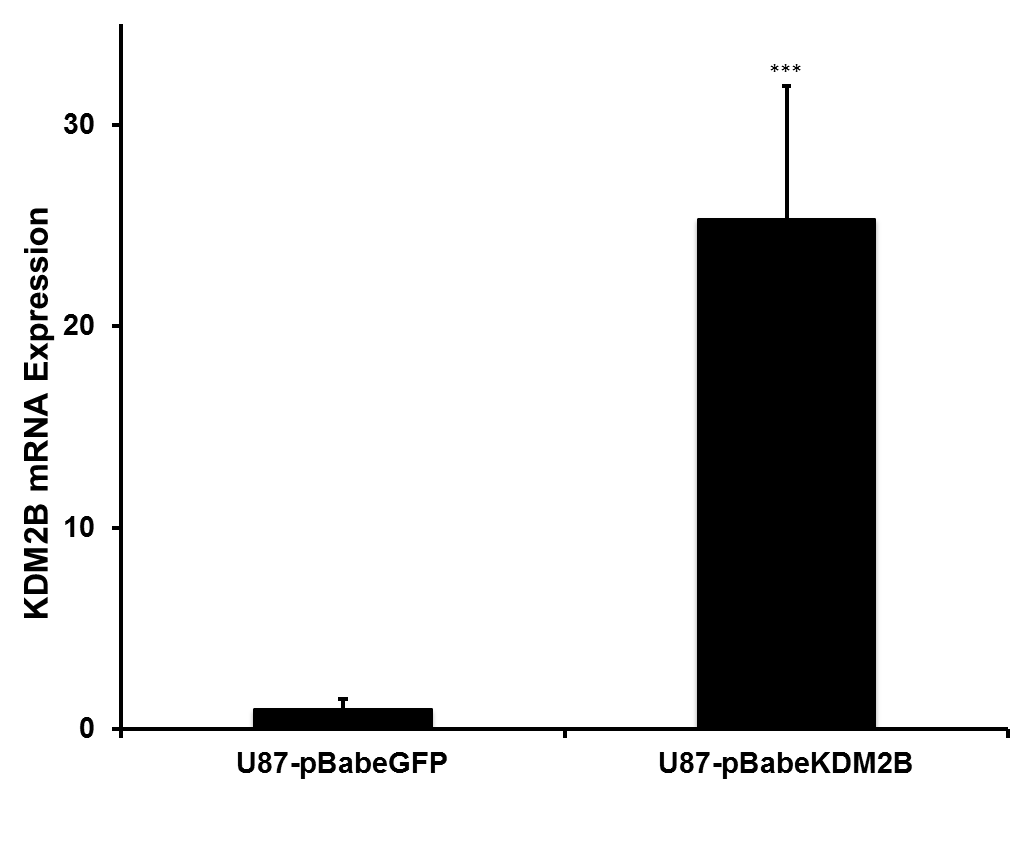

**Supplementary Figure 4.** qRT-PCR analysis of KDM2B mRNA levels in U87MG cells transduced with pBabeGFP or pBabeKDM2B. Expression levels were normalized to pBabeGFP cells.

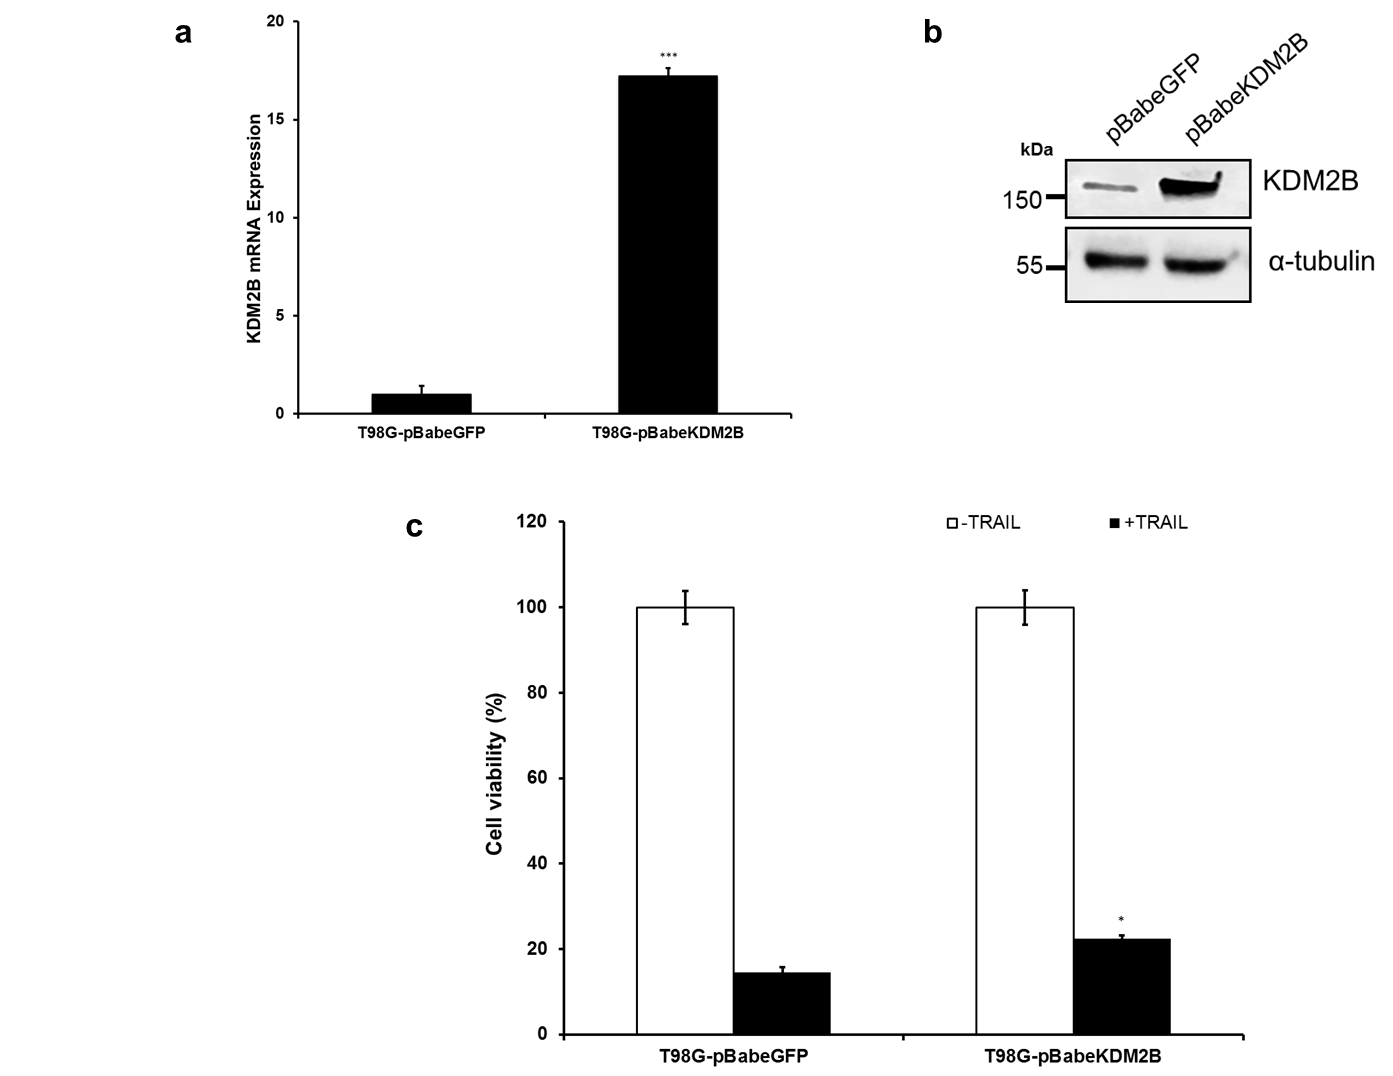

**Supplementary Figure 5.** (**a**) qRT-PCR and (**b**) western blot analysis of KDM2B levels in T98G cells transduced with pBabe-GFP or pBabe-KDM2B. Expression levels were normalized to shControl cells for qRT-PCR analysis. (**c)** Viability analyses of T98G cells transduced with pBabe-GFP or pBabe-KDM2B upon TRAIL (50 ng/ml) treatment.

**
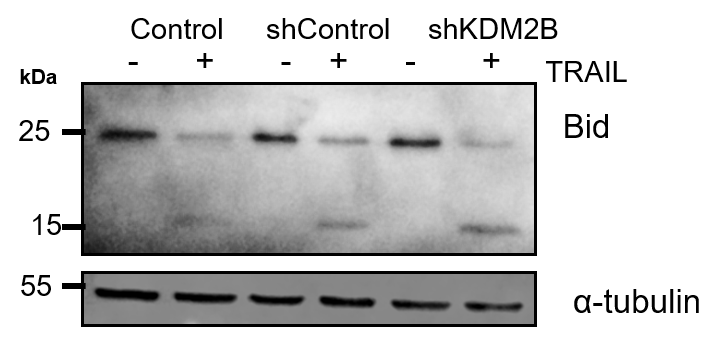
**

**Supplementary Figure 6.** Western blot analysis of total and cleaved Bid in control, shControl and shKDM2B cells treated or untreated with TRAIL.

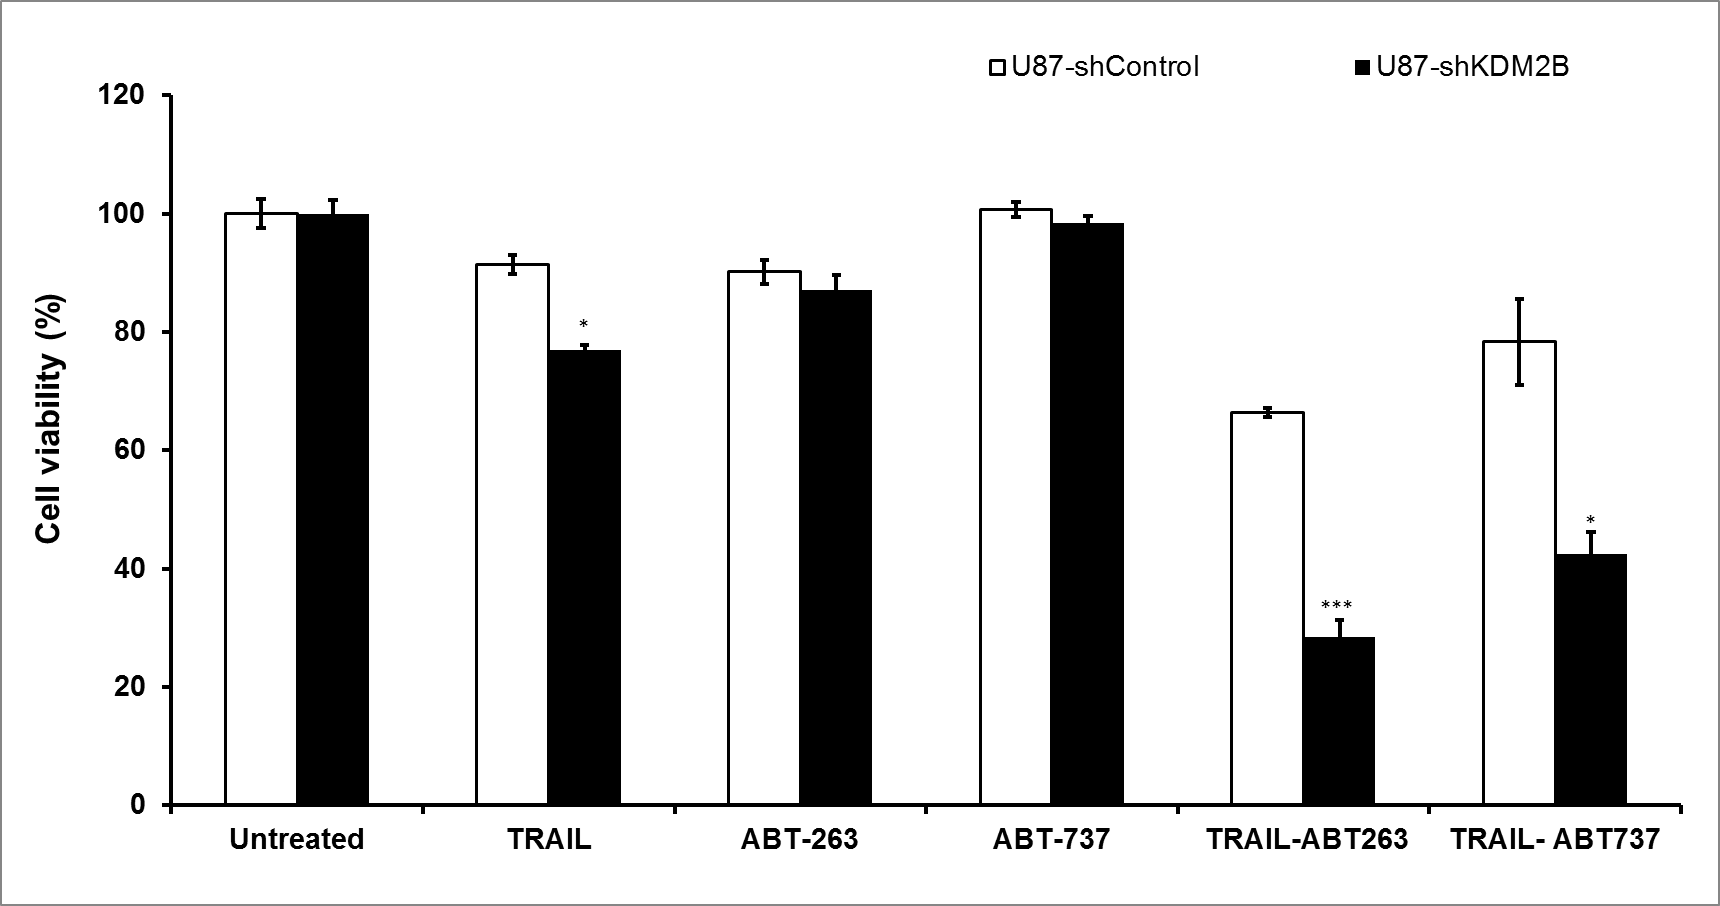

**Supplementary Figure 7.** Viability analysis of U87MG cells transduced with shControl or shKDM2B and treated with the indicated concentrations of TRAIL (50 ng/ml), ABT-263 (2.5 uM), ABT-737 (2.5 uM) and their combinations.

**
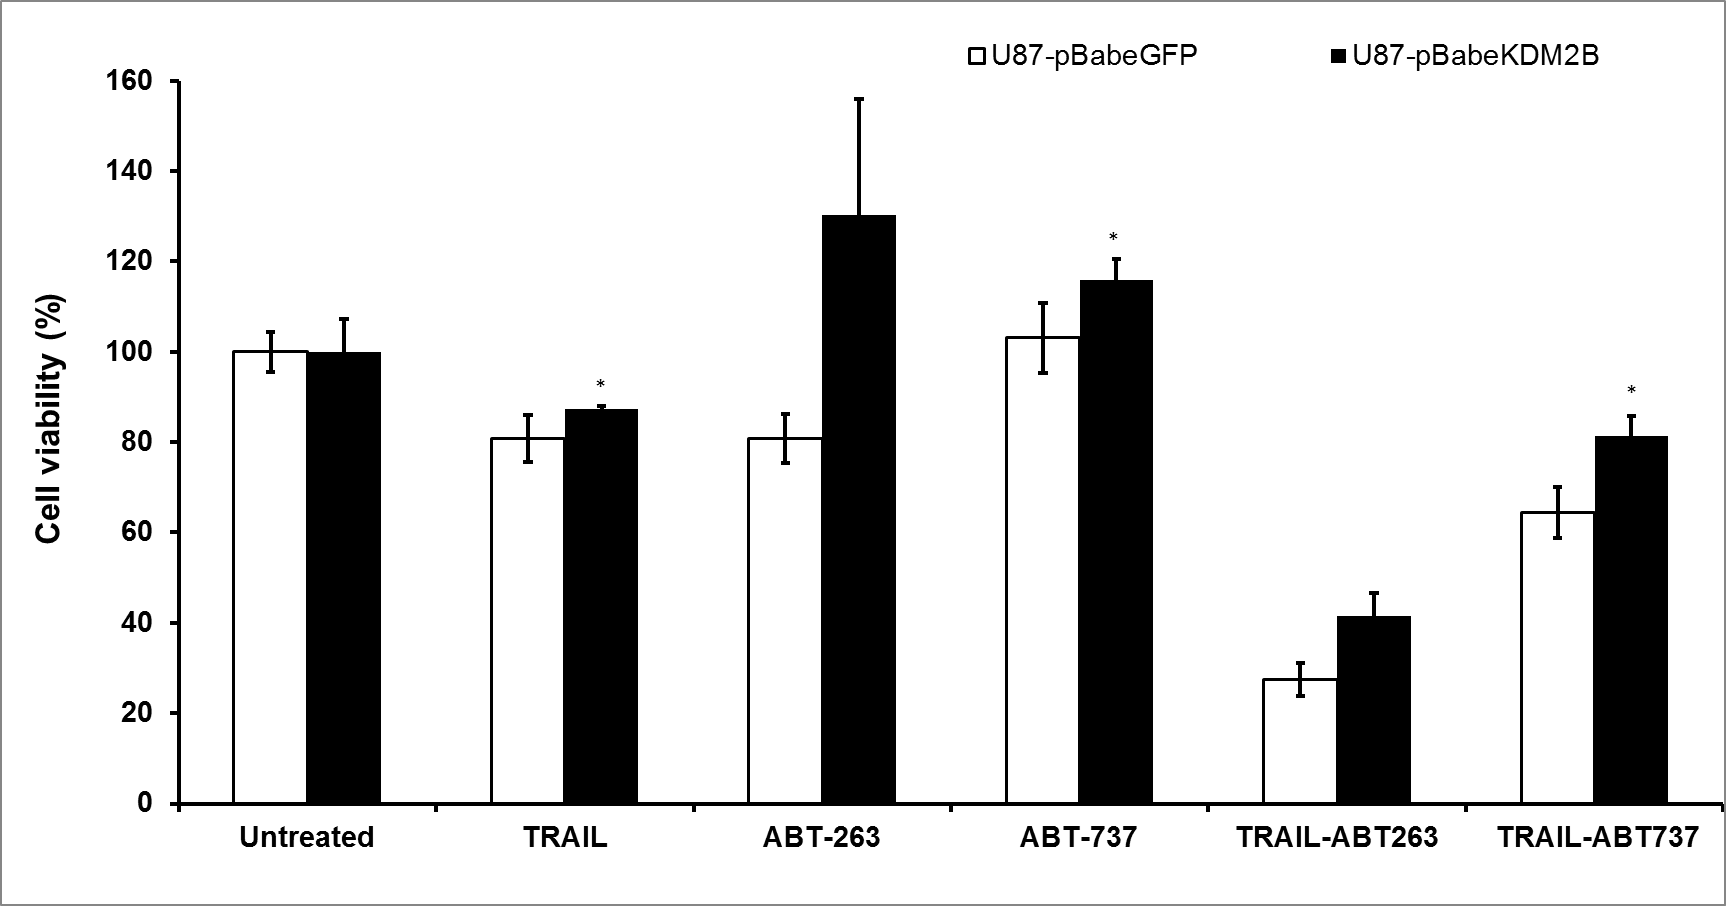
**

**Supplementary Figure 8.** Viability analysis of U87MG cells overexpressing GFP or KDM2B upon treatment with the indicated concentrations of TRAIL (50 ng/ml), ABT-263 (2.5 uM), ABT-737 (2.5 uM) and their combinations.

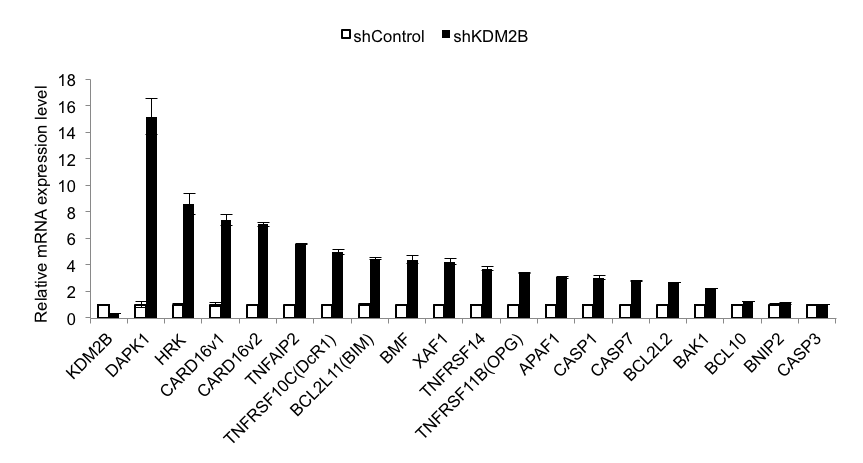

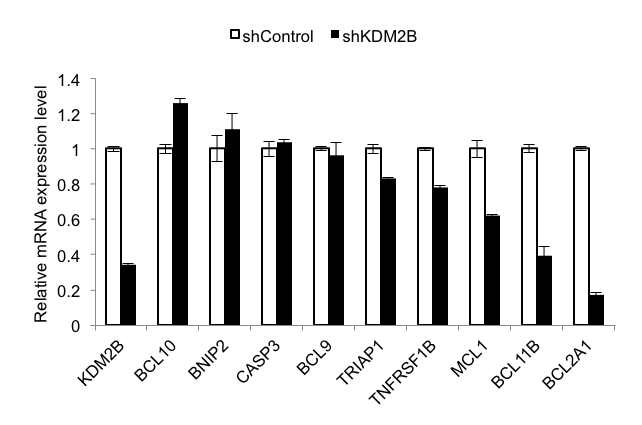

**Supplementary Figure 9.** qRT-PCR analysis of mRNA levels of top RNAseq results of shKDM2B cells normalized to shControl cells.

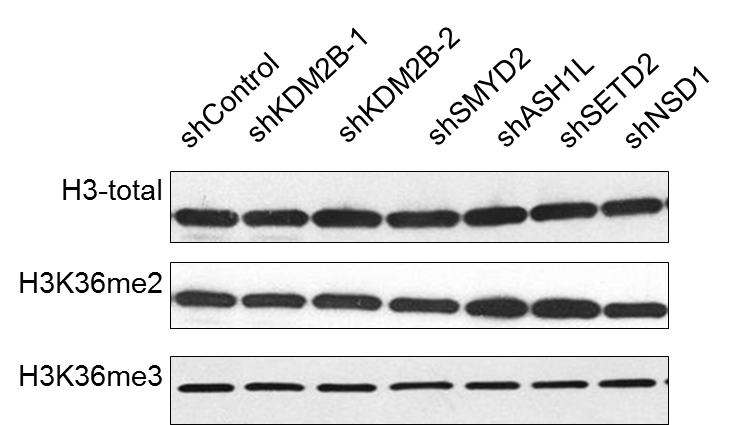

Supplementary Figure 10. H3K36me2 or H3K36me3 levels assessed by Western Blotting of histone extracts collected from shKDM2B, shSMYD2, shASH1L, shSETD2 and shNSD1 cells.

**
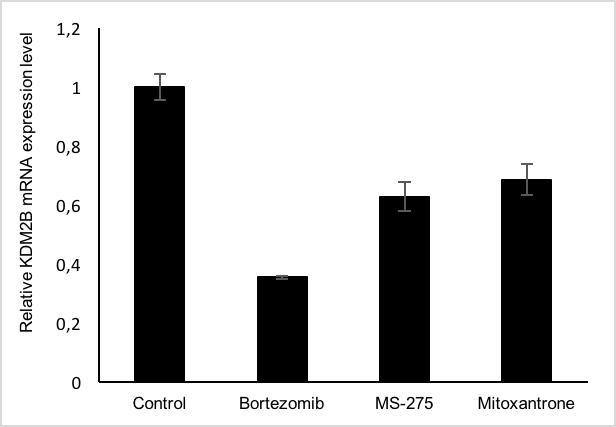
**

**Supplementary Figure 11.** q-RT-PCR analysis of mRNA levels of KDM2B in GBM cells treated with TRAIL-sensitizing agents, Bortezomib, MS-275 and Mitoxantrone. Expression levels were normalized to DMSO treated cells.

**Supplementary Table 1.** List of q-RT-PCR primers

**Supplementary Table 2.** Select sequences of shRNAs from the shRNA screen

**shKDM2B-1:** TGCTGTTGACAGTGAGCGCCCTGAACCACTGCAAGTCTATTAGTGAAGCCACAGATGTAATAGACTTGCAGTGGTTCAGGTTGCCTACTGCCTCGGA,

**shKDM2B-2:** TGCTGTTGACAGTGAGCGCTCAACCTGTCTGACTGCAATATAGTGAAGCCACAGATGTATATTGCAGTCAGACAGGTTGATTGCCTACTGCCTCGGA,

**shRING1A-1:** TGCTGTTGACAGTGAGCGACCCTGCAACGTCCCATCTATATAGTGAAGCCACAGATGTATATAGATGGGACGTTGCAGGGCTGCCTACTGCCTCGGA,

**shRING1A-2:** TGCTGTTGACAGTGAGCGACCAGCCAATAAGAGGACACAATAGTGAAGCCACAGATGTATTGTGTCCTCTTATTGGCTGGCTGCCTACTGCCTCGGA,

**shSMYD:** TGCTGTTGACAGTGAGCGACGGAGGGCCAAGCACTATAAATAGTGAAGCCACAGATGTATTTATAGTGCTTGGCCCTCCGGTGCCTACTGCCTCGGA,

**shNSD1:** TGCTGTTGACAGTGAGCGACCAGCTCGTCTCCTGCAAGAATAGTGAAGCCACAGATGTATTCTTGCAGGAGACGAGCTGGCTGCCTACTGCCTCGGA,

**shSETD2:** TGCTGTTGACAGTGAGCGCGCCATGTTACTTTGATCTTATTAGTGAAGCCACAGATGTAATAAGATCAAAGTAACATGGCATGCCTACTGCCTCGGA,

**shASH1L:** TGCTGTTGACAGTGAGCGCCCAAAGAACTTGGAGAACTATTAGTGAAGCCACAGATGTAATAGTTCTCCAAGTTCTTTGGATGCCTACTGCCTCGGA

**shHRK:**

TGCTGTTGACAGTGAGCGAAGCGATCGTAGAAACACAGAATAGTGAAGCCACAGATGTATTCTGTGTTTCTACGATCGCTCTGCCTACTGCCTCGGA

**SUPPLEMENTARY VIDEO LEGENDS**

**Supplementary Video 1.** U87MG GBM cells were transduced with shControl and treated with control medium at t=0. Images were acquired every minute for 23 hours on an Olympus Xcellence Pro inverse microscope.

**Supplementary Video 2.** U87MG GBM cells were transduced with shKDM2B and treated with control medium at t=0. Images were acquired every minute for 23 hours on an Olympus Xcellence Pro inverse microscope.

**Supplementary Video 3.** U87MG GBM cells were transduced with shControl and treated with TRAIL at t=0. Images were acquired every minute for 23 hours on an Olympus Xcellence Pro inverse microscope.

**Supplementary Video 4.** U87MG GBM cells were transduced with shKDM2B and treated with TRAIL at t=0. Images were acquired every minute for 23 hours on an Olympus Xcellence Pro inverse microscope.

**SUPPLEMENTARY MATERIALS & METHODS**

**q-RT-PCR analysis:** NucleoSpin RNA isolation kit (Macherey-Nagel,Germany) was utilized for extraction of RNAs from cultured cells as per of the manufacturer instructions. cDNAs were synthesized from 1 µg RNA using MMLV-RT enzyme (Invitrogen,USA), dNTP (Life Technologies, USA), hexanucleotide mix (Roche,Switzerland), and RNAsin (Promega,USA) as described ^1^. Quantitative RT-PCRs was carried out using the primers in **Supplementary Table 4** and GAPDH as housekeeping gene. SYBR Green (Roche,Switzerland)-based quantification was performed using Light Cycler 480 Instrument II (Roche,Switzerland).

**Relative KDM2B Gene expression levels of drug-treated U87MG:** TRAIL sensitizing agents Bortezomib (50 nM, Selleck Chemicals,USA), MS-275 (5 uM, Cayman Chemicals, USA) and Mitoxantrone (500 nM, Prestwick Chemicals, France) was added to U87MG cells and RNA was collected after 12 hours as described above.

**Cell viability assay with ABT-263 and ABT-767:** Cell viability was measured using ATP-based assays with CellTiter Glo (CTG) (Promega, Madison, WI, USA). The stable cell lines transduced with shControl, shKDM2B, pBabeGFP or pBabeKDM2B were seeded in 96 well plates as 10,000 cells/well. Next day, cells were treated with TRAIL (50 ng/ml), ABT-263 (2.5 uM), ABT-767 (2.5 uM) for 24 hours. The cells are also treated with medium containing combination of TRAIL and ABT-263 or ABT-737 for the same period of time. After 24 h treatment, media in the wells were withdrawn and 40 ul of CTG:media mix (1:10) per well was added. Bioluminescence was measured by BioTek’s Synergy H1 plate reader.

**Cell lysate preparation, Histone extraction, Immunoblotting:** Following treatment with TRAIL, U87MG cells were lysed with NP40 buffer [1% NP-40, 150 mM NaCl, 1 mM EDTA, 50 mM Tris-HCl (pH 7.8), 1 mM NaF, 0.5 mM PMSF and 1X protease inhibitor cocktail (cOmplete Protease Inhibitor Cocktail Tablets, Roche)] as described previously.^1^ For histone extraction, cells were harvested and resuspended in Triton Extraction Buffer (TEB: PBS containing 0.5% Triton-X-100 (v/v), 2 mM phenylmethylsulfonyl fluoride (PMSF), 0.02% (w/v) NaN3) at a cell density of 10^7^ cells per ml and lysed on ice for 10 minutes. The lysate was centrifuged at 6,500 x g for 10 minutes at 4^o^C. The pellet was resolubilized in 0.2N HCl as 4x10^7^ nuclei per ml. The solution was incubated at 4^o^C overnight. Next day, 1/5 volume of 1M NaOH was added into the solution to neutralize the pH. The mixture was centrifuged at 6,500 x g for 10 minutes at 4^o^C and the supernatant was collected. Protein quantifications of the lysates and histone extracts were performed by Pierce BCA Protein Assay Kit (Life Technologies, USA).

For Western Blotting, 10 µg of whole-cell extract proteins or 1 µg of acid histone extract proteins from each lysate were resolved on 4-15% gradient Mini-PROTEAN® TGX™ Gel (Biorad, US) and immunoblotted with antibodies against Histone H3 (Cell Signaling, US), H3K36me2 (Abcam, US), H3K36me3 (Cell Signaling, US), JHDM1B (Millipore, US), alpha-tubulin (Sigma-Aldrich, US), cleaved-caspase-3 (Cell Signaling, US), total caspase-7 (Cell Signaling, US), cleaved-caspase 8 (Enzo Life Sciences, US), HRK (Abcam, US), Bid (Cell Signaling, US) and cleaved-PARP (Cell Signaling, US) and detected by chemiluminescence after incubation with HRP-conjugated secondary antibodies (Santa Cruz, US).

**Immunohistochemistry:** Samples were fixed by 4% paraformaldehyde for 24 hours followed by 20% and 30% (wt/vol) sucrose treatment for cryosectioning. Consecutive cryosections (10 μm) were used for hematoxylin/eosin staining and fluorescent stainings. Vascular endothelial growth factor (VEGF) followed by fluorescent conjugated secondary antibody of Alexa fluor 488 GAM (Cell Signaling, US) was used for evaluation of vascular structures. Alexa fluor 488 conjugated annexin V (Dead Cell Apoptosis Kit, Life Technologies, US) was used for assessment of apoptotic activity. Dilutions were used as 1:50 for primary antibodies (Abcam, US) and 1:100 for the secondary antibody. All antibodies were incubated at 37°C for 2 hours. Hoechst (1μg/ml) was used in mounting medium. Images were taken under a Nikon Eclipse 90i confocal microscope and a Zeiss axioscope.

**RNA-sequencing and analysis:** Total RNAs of shControl and shKDM2B cells were isolated using NucleoSpin RNA isolation kit (Macherey-Nagel, Germany). Quality control was performed by Bioanalyzer for 2 biological replicates. The RNA integrity Number (RIN) of the samples was 10 for all samples. Construction and sequencing of RNA-seq library for each sample was carried out using TruSeq RNA-seq (polyA) Library Prep v2 based on protocols on Illumina HiSeq 2500 to generate 50 bp single-end reads. RNA sequence data was generated from the sequencer and converted to FASTQ files using the Illumina CASAVA 1.8.2 pipeline at the Weill Cornell Medical College (WCMC) Epigenomics Core. The reads that passed the quality control were aligned to human genome assembly hg19 using TopHat2^2^, which uses ultra-high-throughput short read aligner Bowtie as its core alignment engine and then analyzes the results to identify splice junctions between exons. The reads were annotated and counted for each transcript using Ensembl annotations available at the UCSC Genome Browser with R package GenomicFeatures^3^. The versions of the software used were TopHat2 v2.0.11, Bowtie v2-2.2.1 and Samtools v0.1.19.0. Around 18 million reads were acquired from sequencing of each sample that yielded in around 800 megabases. Around 83% of those reads passed filter quality check. Around 93% of those sequenced bases were equal or above Q score of 30.

**Statistical and functional analysis of RNA seq data and differentially expressed gene Identification**: Differentially expressed genes between shKDM2B and shControl were detected using DESeq^4^, which controls for Type I Errors (false-positives) by modeling the count data with extended Negative Binomial distributions, and thereby allows for general, data-driven relationships between variance and mean, and provides an effective algorithm for fitting the model to data. 

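The deposited table holds 22578 genes. In 795 of them the mean raw count is under 10 in both shControl and shKDM2B. The raw counts are 0 in both shControl libraries for 17 genes and 0 in both shKDM2B libraries for 2 genes. Leaving out genes with a total of 0 or 1 count in either group gave 4334 called genes by edgeR's quasi-likelihood test.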

Note that each paired comparison, genes with mean read count in both sets of samples with fewer than 10 were filtered out; for the remaining genes, if the read count was 0 in either set (but not both of them), the read count was set to be 1 before input to R DESeq package for differential expression calculation. Significant differentially expressed genes for each pairwise comparison were selected with multiple-testing correction to maintain False Discovery Rate (FDR) at 5%. 

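In the authors' deposited table, 9601 genes have an adjusted p of at most 0.05. In the authors' deposited table, 3508 of them also changed by at least 1.5-fold, 2199 higher and 1309 lower in shKDM2B, and 2819 of the 3508 carry a gene symbol. Of the genes called from the same counts by edgeR's quasi-likelihood test, 3449 are among these, in the same direction, and 916 are not; 59 genes pass only in the authors' deposited table.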

Genes with expression values that changed by a factor of 1.5 fold were deemed significant.

To relate the results to cell physiologic mechanisms, the complex biological processes induced by shKDM2B as compared to control were examined in the context of functional groups with Ingenuity Pathways Analysis (IPA), a web-delivered commercial application. Transcript identifiers were uploaded to IPA, each identifier was mapped to its corresponding gene object in the IPA Knowledgebase (www.ingenuity.com), which was searched for categories statistically enriched in the differentially expressed gene set, and the likelihood of perturbations in each category was scored.

**REFERENCES:**

1. Senbabaoglu, F. *et al.* Identification of Mitoxantrone as a TRAIL-sensitizing agent for Glioblastoma Multiforme. *Cancer Biol. Ther.* (2016). doi:10.1080/15384047.2016.1167292

2. Kim, D. *et al.* TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. *Genome Biol.* **14,** R36 (2013).

3. Lawrence, M. *et al.* Software for Computing and Annotating Genomic Ranges. *PLoS Comput. Biol.* **9,** (2013).

4. Anders, S. & Huber, W. Differential expression analysis for sequence count data. *Genome Biol.* **11,** R106 (2010).

How the deposited data were processed for this re-analysis (not part of the article)

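Gene expression was measured by RNA-seq in U87MG cells with a hairpin against firefly luciferase (shControl) or *KDM2B* (shKDM2B), in 2 libraries per group. Samples were grouped by their labels.

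According to the supplement and the submitters' processing notes, the authors converted reads with CASAVA 1.8.2 and aligned them to hg19 with TopHat2 2.0.11, which uses Bowtie. They handled alignments with SAMtools 0.1.19.0 and counted reads on Ensembl annotation with the R package GenomicFeatures. The supplement describes this as a count for each transcript. The deposited table gives for each gene and library the raw count, with the 3 lanes of a library combined. The authors also give normalized values, here treated as a signal, which are the raw counts divided by 1 DESeq size factor per library (0.9315 and 0.9041 in shControl, 1.1054 and 1.0897 in shKDM2B), and their group means. The deposited fold change is the ratio of the authors' group means (shKDM2B over shControl), and the deposited log2 fold change is its logarithm. The deposited p-value and adjusted p-value are the authors' DESeq results. The Ensembl release, the strand setting and the DESeq version are not given in the sources used here.

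Of the 22578 genes in the table, 17119 have a usable symbol, 4601 a blank one, 835 a placeholder and 23 a symbol turned into a date; 21646 identifiers were found in a GENCODE annotation of GRCh37, the assembly of hg19. List members were matched by the symbol in the table, then by the symbol in the annotation. Rows without a symbol carry an Ensembl identifier and stayed in the tests. Exonic bases shared between genes were counted with bedtools 2.31.1 on that annotation. Of the genes, 1828 share at least 50% of their exonic bases with another.

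The main test was edgeR 4.0.16's quasi-likelihood test in R 4.3.3 on the raw counts, without covariates, on the 21783 genes with a mean raw count of at least 10 in either group, after TMM scaling (factors 0.9556 and 0.9555 in shControl, 1.046 and 1.047 in shKDM2B). Genes were called at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 1.5. The common biological coefficient of variation was 2.62%, and the spread of each gene was moderated with 24.3 prior degrees of freedom beside 2 residual ones. Gene lists were tested with camera at a preset inter-gene correlation of 0.01 and again with the correlation estimated from the 4 libraries. They were also tested with fry (limma 3.58.1), and each test was adjusted over the lists. Camera with an estimated correlation used the 2 residual degrees of freedom, so it cannot decide for or against a list. Fry does not compare a list with other genes. It passed the BH3-only (adjusted p = 0.0249), antiapoptotic BCL-2 family (0.00354) and cell cycle lists (0.00351), but not the inhibitors of apoptosis (0.401). Tables and intervals were made with Python 3.11.15, pandas 2.3.3 and scipy 1.17.1.

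The test was tried on simulated counts for 21310 genes with the means and library sizes of these libraries and the spread per gene of the same fit. Of genes changed by 1.5-fold, 85.1% passed the adjusted p and 43.3% both thresholds; of genes changed by 2-fold, 98.5% passed both, and of genes changed by 4-fold, 100%. Of 21080 unchanged genes, 9 were called. Because the spread was taken from the fit, this rate cannot show the error where the replicates are technical. The changed genes were drawn from those with a mean count of at least 50, so these rates do not cover genes of few counts. Few genes were changed in the simulation, whereas 12604 passed the adjusted p in the data. It therefore does not test the scaling where many genes change.

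Depth was 30470803 to 33770421 counts per library, with 22520 to 22574 genes detected, and the 10 most abundant genes held 4.70% to 4.82% of counts. For genes with 1 to 3 counts in a group, the ratio is given with its exact 95% counting interval, and a group at 0 was set to 3 counts for a lower bound; both cover counting error only.

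The rule for the named genes, fixed together with the lists and alternatives, takes every gene of Fig. 4c and every gene whose mRNA the paper names, the 10 higher and 10 lower genes of largest fold past the thresholds with a mean normalized count of at least 50 in the higher group and the same direction in every library, leaving out entries without a gene symbol, and, of each list described, up to 4 members of smallest adjusted p, with all members of the lists of BCL-2 family genes, caspases, TRAIL receptors, inhibitors of apoptosis, demethylases, H3K36 methyltransferases and cyclin-dependent kinase inhibitors. The values printed in Fig. 4c had been seen. Alternatives changed the thresholds, the filter on low counts, the scaling, the tool (DESeq2 1.42.0), the pseudocount, the replicate left out and the rows used. Pathway analysis with the commercial knowledge base, qRT-PCR, western blots and tumor experiments were not analysed here.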

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

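Of the tests below, the one of scaling on the share of higher genes was chosen after its values were seen. So was the comparison of the matched-gene intervals with the median of the ribosomal protein genes. The gene groups and genes here lie outside those the paper examines in its RNA-seq data, although it reports on angiogenesis in tumors. Each group passed camera at the preset correlation but not with an estimated one, which rests on 2 residual degrees of freedom and cannot decide. Of 42 interferon-stimulated genes, 11 were higher, with a median log2 fold change of 0.27 (camera adjusted p = 0.00394, adjusted p = 0.225 with an estimated correlation). Of 29 NF-kB targets and inflammatory cytokines, 12 were lower and 7 higher, with a median of -0.36, and of -0.01 when centred on the ribosomal protein genes (camera adjusted p = 7.77e-09, adjusted p = 0.225 with an estimated correlation). Of 23 genes of cholesterol synthesis and uptake, 17 were lower, with a median of -0.72 (camera adjusted p = 8.85e-17, adjusted p = 0.225 with an estimated correlation). Of 37 extracellular matrix genes, 15 were higher and 5 lower, with a median of 0.48 (camera adjusted p = 1.76e-09, adjusted p = 0.225 with an estimated correlation). Of 24 hypoxia and glycolysis genes, 4 were lower and 2 higher, with a median of -0.43 (camera adjusted p = 4.80e-06, adjusted p = 0.518 with an estimated correlation and 0.0775 when centred on the ribosomal protein genes). The 26 p53 targets had a median of 0.25. Counts of these groups were unchanged when adjusted over each list alone.

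The medians of 4 further groups were below 0, but above 0 when centred on the ribosomal protein genes. They were -0.27 and 0.08 for 25 stress response genes (7 lower, 1 higher; camera adjusted p = 0.0109, adjusted p = 0.254 with an estimated correlation). For 25 angiogenic factors and inhibitors they were -0.34 and 0.01 (6 lower, 5 higher; camera adjusted p = 0.0168, adjusted p = 0.367 with an estimated correlation, 0.0585 at a mean count of at least 50 in either group and 0.0613 among protein-coding genes, a setting chosen after seeing the data). For 28 adhesion and motility genes they were -0.16 and 0.19 (9 lower, 6 higher; camera adjusted p = 0.0168, adjusted p = 0.264 with an estimated correlation, 0.0583 without shKDM2B 1, 0.0536 without shKDM2B 2, and, in settings chosen after seeing the data, 0.0661 among protein-coding genes and 0.964 among genes sharing no exonic bases). For 15 control genes they were -0.25 and 0.10 (1 lower, *PPIA* at -0.61, and at -0.26 and under 1.5-fold when so centred; camera adjusted p = 3.74e-04, adjusted p = 0.225 with an estimated correlation). When so centred, none of the 4 passed camera (adjusted p = 0.495 to 0.533). Counts of these 4 groups were also unchanged when adjusted over each list alone. The gene that rose most was *SCG2* (log2 fold change 6.17), and the gene that fell most was *FGF7* (-3.20), among the genes chosen by the rule. There were 3 genes with at least 100 counts in 1 library and at most 10 in each other: the metallothionein pseudogene *MT1CP* with 1044 counts in shControl 2, ENSG00000259923 with 1044 in shControl 2 and ENSG00000232176 with 838 in shControl 1.

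Past 1.5-fold, more genes rose than fell in shKDM2B cells, while without a fold threshold 6188 genes were higher and 6416 lower, and past 1.5-fold the share of higher genes was smaller at higher abundance. Of 1649 called genes with a mean count of 10 to 100, 79.3% were higher, of 1532 with 100 to 1000, 65.1%, and of 954 with at least 1000, 40.1%, so the excess may come with low and moderate abundance. Scaling cannot be told apart from a real excess, because the sources name no spiked-in RNA: a shift of 0.12 on the log2 scale would balance the calls, and centring on the ribosomal protein genes gave 93.0% higher. Loss of KDM2B stays open and untested as a cause, as does an off-target effect of the hairpins.

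The ribosomal protein genes fell slightly and together. Of 79, 78 passed the adjusted p as lower and 5 were also lower by 1.5-fold (5 when adjusted over the list alone), with a median log2 fold change of -0.35 (camera adjusted p = 6.50e-22, adjusted p = 0.225 with an estimated correlation), which centring on these genes sets to 0 by construction. Other protein-coding genes matched to them in length had a median of -0.11 (95% bootstrap interval -0.224 to 0.000318), and genes matched in abundance -0.18 (-0.245 to -0.0984). The matched medians lay closer to 0 than that of the ribosomal protein genes, and both intervals exclude that median, -0.347. That comparison was chosen after the values were seen. Read so, the values argue against length alone or abundance alone as the source of the whole fall. The length-matched median passed the bound set in advance but its interval did not, and the abundance-matched median did not pass it. By the rule set in advance, neither explanation could therefore be decided. A part from either trend cannot be told apart from an effect on these genes, and both may contribute. An effect of the knockdown stays open and was not tested.

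Total counts per library exceeded the 18 M reads that the supplement states. If reads were counted for each of several overlapping genes, keeping the most abundant gene of every group that shares exonic bases should remove the excess, but the lowest library total was then still 25216121 counts. Keeping the most abundant gene of every group whose ranges overlap, introns included, left 24319980. Both argue against overlapping genes as the whole source of the excess. No biological explanation was tested, and how the paper counted reads over the 3 lanes per library is not stated. The supplement describes counts for each transcript, and how these became counts per gene is not stated either.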

How the results depend on the processing

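The 4365 called genes became 12604 without a fold threshold, 2032 at 2-fold or more, 2644 with Bonferroni adjustment and 6689 when centred on the ribosomal protein genes; among genes sharing no exonic bases, an alternative chosen after seeing the data, 2484 of 11142 were called. The first 3 follow from the thresholds and the last from fewer genes tested. Ribosomal centring moves the log2 fold changes of all genes up together by construction, their median going from 0.01 to 0.36. Its larger number of higher genes and smaller number of lower genes follow from that shift. The other alternatives, protein-coding genes (added later) included, gave 2955 to 4409 genes. Leaving out 1 library leaves a lone library in a group, which is assumed to vary like the others. Its spread comes from the other group and from moderation across genes. Calls and p-values of those runs are therefore not comparable with those of the main fit. *KDM2B* (-1.53 to -1.67 with 1 library left out) was called lower and *HRK* higher in every alternative that gave a value; *HRK* has none at a mean count of at least 10 in both groups or 50 in either, and *KDM2B* none among genes sharing no exonic bases. The rank of *HRK* was 9 to 175 with 1 library left out and 506 with a pseudocount of 10; the cause was not tested beyond the few counts in shControl. Of 36 gene lists, 18 passed camera at the preset correlation, 4 of them chosen by the study, and 11 when centred on the ribosomal protein genes. With an estimated correlation no list passed, the lowest adjusted p being 0.225. That version uses only 2 residual degrees of freedom, so it cannot decide. The interferon list had an estimated correlation of -0.022, below the preset 0.01, yet its unadjusted camera p went from 0.00131 to 0.0624. Among lists that passed at the preset value, estimates ran from -0.101 (antiapoptotic BCL-2 family) to 0.566 (hypoxia and glycolysis). They were 0.193 for the cell cycle list and 0.184 for the cholesterol list. Where the true correlation lies above 0.01, p-values at the preset value are too small. Of 615 list members, 186 were called, 496 without a fold threshold and 119 of 378 sharing no exonic bases. Of 188 named genes, 141 kept their call in every alternative run and 0 reversed; 26 lost and 13 gained a call when centred on the ribosomal protein genes, and with DESeq2 6 lost and 1 gained one. The replicate numbers are not known to pair the libraries (correlation of same-numbered deviations 0.05 over all genes, 0.164 over genes with a mean count of at least 50, Spearman -0.011 over all genes). With the replicate number as a block, 4409 genes were called. In that setting the antiapoptotic BCL-2 family list (camera adjusted p = 0.0685) and the adhesion list (0.229) did not pass and the HOX list did (0.0103). *BOK* was then called lower (log2 fold change -1.42, adjusted p = 0.0264 from edgeR's quasi-likelihood test). Depth limits genes of a few counts, such as *HRK*.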

Differences from the paper's values

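The paper reports 2457 differentially expressed genes, and 4365 were called here at the supplement's thresholds of 5% FDR and 1.5-fold. Of the alternatives set before the data were examined, 6 lay within 1.5 times the paper's number: 2032 genes at 2-fold or more, 2644 with Bonferroni adjustment, 3309 at a mean count of at least 50 in either group, 3350 among genes with a symbol, 3437 with DESeq2 and 3663 with the authors' p-values adjusted over the genes kept. The other 12 did not, at 3733 to 12604 genes. The alternatives chosen after seeing the values gave 2484 genes among those sharing no exonic bases and 2955 among protein-coding genes; the former keeps 16 of the 26 genes of Fig. 4c and drops 10, and *KDM2B*. In the authors' deposited table, 3508 genes pass the stated thresholds.

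The paper's adjusted p for *KDM2B* is 7.51e-91, which is also the value in the authors' deposited table, and that of edgeR's quasi-likelihood test was 3.38e-19. The 10 alternatives set before the data were examined all differ from it, at 6.67e-16 (mean count of at least 50 in either group) to 3.07e-154 (replicate number as a block); DESeq2 gave 1.74e-66. The signed fold matched, at -3.03 here against the paper's -3.049.

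The supplement states around 18 M reads per sample, and the smallest library held 30.5 M counts. No alternative changes the totals.

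The paper calls *HRK* the top induced gene and the most significant change of its custom list. By fold change *HRK* was the first of the 26 genes of Fig. 4c here too, but ranked 50 among all 2887 higher genes, and 23 of the 26 by p. In the authors' deposited table it ranks 47 of 22578 by fold change, and 22 of the 26 by adjusted p. The ratio of 16.4 lies within 1.5 times the paper's fold. *BCL2L2* (log2 fold change 0.58) and *BCL10* (-0.53), which Fig. 4c lists as induced or repressed, did not reach 1.5-fold here, and neither does in the authors' deposited table, at signed folds of 1.49 and -1.46; *BCL2L2* passed at a mean count of at least 10 in both groups (0.60) or 50 in either (0.61), without shControl 2 (0.64) or shKDM2B 2 (0.63), when centred on the ribosomal protein genes (0.93) and among protein-coding genes, a setting chosen after seeing the values (0.60). *CARD14*, listed as induced, was called here (adjusted p = 0.00161 from edgeR's quasi-likelihood test), while its adjusted p is 0.0539 in the authors' deposited table and 0.0714 with DESeq2. The fold changes of Fig. 4c compared match within the standard error of the fit or the rounding of the figure, whichever is larger.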

Other observations

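Members of the matrix, cytokine, sterol and interferon lists changed in shKDM2B cells. The collagen gene *COL1A2* rose by 1.47 on the log2 scale, *SPARC* by 1.54 and the proteoglycan gene *LUM* by 3.20, while *TNC*, which encodes tenascin C, had a log2 fold change of -1.53. The interleukin gene *IL1B* fell from 108597 and 103753 counts in shControl to 23209 and 22449 in shKDM2B (log2 fold change -2.46), and *LIF* had a value of -1.43. Of the sterol genes, *INSIG1* and *STARD4* had log2 fold changes of -1.27 and -1.20. Among interferon-stimulated genes, *MX2* rose by 1.83, *TRIM22* by 0.96 and *PARP14* by 0.87. All of these passed edgeR's quasi-likelihood test at 1.5-fold.

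Of 23 HOX genes measured, 11 were higher, and 11 when adjusted over the list alone (camera adjusted p = 0.0767, and 0.043 without shKDM2B 2); *HOXD10* rose by 1.67 and *HOXD3* by 0.91, and *HOXD10* and *HOXD11* (1.47) overlap in exonic bases. Of 22 other histone demethylases, 1 was higher, *KDM4D* (0.61, adjusted p = 0.0386 from edgeR's quasi-likelihood test), which did not pass without shControl 1 (0.30, adjusted p = 0.432) or shKDM2B 2 (0.41, adjusted p = 0.26) or with DESeq2 (adjusted p = 0.267), while *KDM5B* (0.79), *PHF8* (0.79) and *C14orf169* (0.80) passed when centred on the ribosomal protein genes. The H3K36 methyltransferases *SETD2*, *NSD1*, *ASH1L* and *SMYD2*, which the paper silenced in separate U87MG cells, had log2 fold changes of -0.07, 0.19, -0.32 and -0.32, and the 8 such genes measured stayed under 1.5-fold; *WHSC1* (-0.58) passed with DESeq2 or its size factors (-0.59), with a pseudocount and without shControl 2 (-0.62) or shKDM2B 1 (-0.60). Of 21 genes of PRC1 complexes, 3 were lower, among them *PCGF6* (-1.89), and of 11 of PRC2, 1 was lower, *EZH2* (-0.61), which did not reach 1.5-fold without shKDM2B 1 (-0.58) or when centred on the ribosomal protein genes (-0.27). The 4 other hits of the paper's screen did not reach 1.5-fold.

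The paper reports reduced VEGF staining in tumors of shKDM2B cells, which is protein in xenografts, while the values here are RNA in culture. Of 25 angiogenic factors and inhibitors, 6 were lower and 5 higher. As a list they did not pass camera when centred on the ribosomal protein genes (adjusted p = 0.518). In the cultured cells, *VEGFA* had a log2 fold change of -0.71 (adjusted p = 1.17e-18 from edgeR's quasi-likelihood test; -0.36 and under 1.5-fold when centred on the ribosomal protein genes), *NRP1* -0.88 (-0.53 when so centred), *CXCL8* -0.98 and the angiogenesis inhibitor gene *THBS1* 1.77. Among adhesion genes, *ITGB1* had a value of -0.99, *EGFR* -0.93 and *CD44* -0.74; the last 2 were under 1.5-fold when centred on the ribosomal protein genes (-0.58 and -0.40). The solute carrier gene *SLC7A11*, of the stress response list, rose by 1.45, while 7 genes of that list were lower and 1 was higher. Among the lower ones, *ASNS* had a value of -0.75, and of -0.405 and under 1.5-fold when centred on the ribosomal protein genes. Of 16 glial and neural genes, 4 were higher and 2 lower, with *MAP2* at 1.95 and *PDGFRA* at 1.75 (camera adjusted p = 0.223). Of 20 cytoskeletal genes, 3 were higher and 2 lower (camera adjusted p = 0.64), and of 48 subunits of oxidative phosphorylation, 1 was lower, *COX8A* (-1.03; camera adjusted p = 0.478), which shares 35.4% of its exonic bases with another gene.

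Markers of other cell types did not pass the camera test as groups. Of 3 leukocyte markers measured, 3 did not pass the thresholds (camera adjusted p = 0.64). Of 5 endothelial markers, 1 was higher, *VWF* (1.31), and 2 were lower, *TEK* (-1.32) and *ERG* (-0.91, which did not pass without shControl 2 or when centred on the ribosomal protein genes), with camera adjusted p = 0.972. Of 4 epithelial markers, 3 were higher, *KRT8* (0.78), *KRT18* and *EPCAM*, and 1 was lower, *CLDN4* (-0.79; camera adjusted p = 0.64). *KRT18* (0.83) did not pass without shControl 2 (0.72) or shKDM2B 2 (0.16), *EPCAM* (0.73) without shControl 1 (0.74), shControl 2 (0.72) or shKDM2B 2 (0.64), and *CLDN4* without shKDM2B 1 (-0.50) or when centred on the ribosomal protein genes (-0.44). The median, mean and test differed in sign for the effectors of the BCL-2 family, the inhibitors of apoptosis, the cyclin-dependent kinase inhibitors, the cytoskeletal genes and the leukocyte and endothelial markers.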
